# Sox21 Regulates Anapc10 Expression and Determines the Fate of Ectodermal Organ

**DOI:** 10.1016/j.isci.2020.101329

**Published:** 2020-06-30

**Authors:** Kan Saito, Frederic Michon, Aya Yamada, Hiroyuki Inuzuka, Satoko Yamaguchi, Emiko Fukumoto, Keigo Yoshizaki, Takashi Nakamura, Makiko Arakaki, Yuta Chiba, Masaki Ishikawa, Hideyuki Okano, Irma Thesleff, Satoshi Fukumoto

**Keywords:** Rodent Dentistry, Developmental Genetics, Transcriptomics

## Abstract

The transcription factor Sox21 is expressed in the epithelium of developing teeth. The present study aimed to determine the role of Sox21 in tooth development. We found that disruption of Sox21 caused severe enamel hypoplasia, regional osteoporosis, and ectopic hair formation in the gingiva in Sox21 knockout incisors. Differentiation markers were lost in ameloblasts, which formed hair follicles expressing hair keratins. Molecular analysis and chromatin immunoprecipitation sequencing indicated that Sox21 regulated Anapc10, which recognizes substrates for ubiquitination-mediated degradation, and determined dental-epithelial versus hair follicle cell fate. Disruption of either Sox21 or Anapc10 induced Smad3 expression, accelerated TGF-β1-induced promotion of epithelial-to-mesenchymal transition (EMT), and resulted in E-cadherin degradation via Skp2. We conclude that Sox21 disruption in the dental epithelium leads to the formation of a unique microenvironment promoting hair formation and that Sox21 controls dental epithelial differentiation and enamel formation by inhibiting EMT via Anapc10.

## Highlights

• Sox21 was induced by Shh in dental epithelial cells
• Sox21 deficiency in dental epithelium caused differentiation into hair cells
• Sox21 deficiency did not cause differentiation into mature ameloblasts
• Anapc10 induced by Sox21 bound to Fzr1 and regulated EMT via Skp2

## Introduction

Members of the SRY-Box (Sox) B group share a conserved eight-amino-acid group B homology domain located adjacent to the HMG domain. The SoxB1 (Sox1–3) proteins function primarily as activators, whereas the closely related SoxB2 proteins (Sox14 and Sox21) are transcriptional repressors (Argenton et al., 2004; Sandberg et al., 2005). Furthermore, Sox21 was identified through proteomics studies to be associated with Sox2 during embryonic stem cell differentiation (Mallanna et al., 2010). The transcriptional activation/repression balance is important during the development of specific tissues. For example, SoxB2 repression of SoxB1 expression was shown to promote neural differentiation in the central nervous system (CNS) and peripheral nervous system (Sandberg et al., 2005; Uchikawa et al., 1999). This repression is supported by the expression of *Sox21* throughout the developing CNS and brain (Cunningham et al., 2008). In addition, a major role of Sox21 has been demonstrated during hair shaft cuticle differentiation (Kiso et al., 2009) and its deletion affects the hair lipid composition (Kawaminami et al., 2012). However, the SoxB1 group proteins and their roles have received greater attention to date (Donner et al., 2007; Driskell et al., 2009; Groves and Bronner-Fraser, 2000) than SoxB2 group involvement in developmental processes.

The development of most ectodermal organs is initiated from epithelial thickenings called placodes, and their morphogenesis involves invagination and folding of the epithelium regulated by reciprocal interactions between the mesenchyme and epithelium (Dhouailly, 2009). The cross talk between both tissues involves specific molecular signals, such as Wnt, bone morphogenetic protein (BMP), sonic hedgehog (Shh), Fgf, Eda, and Tgf (Jernvall and Thesleff, 2012; Liu et al., 2016; Miyazaki et al., 2016). The process of ectodermal organ morphogenesis is highly conserved and largely regulated by the same genes, hence various developmental defects are often observed concordantly in several ectodermal organs. For example, patients with syndromes such as incontinentia pigmenti (Smahi et al., 2000), Langer-Giedion (Momeni et al., 2000), Ellis-van Creveld (Ruiz-Perez et al., 2003), tricho-dento-osseous (Price et al., 1998), anhidrotic ectodermal dysplasia (Srivastava et al., 1996; van der Hout et al., 2008), hidrotic ectodermal dysplasia (Han et al., 2018; Lamartine et al., 2000), Hallermann-Streiff (Pizzuti et al., 2004), and Menkes (Tumer et al., 2003) have dysplasia in both teeth and hair.

The continuously growing rodent incisor represents a useful model to study stem cell regulation and organ development. Dental epithelial stem cells are localized in the proximal end of the incisor, and they express Sox2 and the Wnt inhibitor, Sfrp5 (Juuri et al., 2012). Dental epithelial cells differentiate into four types of epithelia: inner enamel epithelium (EE) and outer EE, stratum intermedium, and stellate reticulum. Inner EE expresses Shh, complementarily to Sfrp5, and differentiates into enamel-forming ameloblasts that express enamel matrix proteins, including amelogenin (Amel), enamelin (Enam), and ameloblastin (Ambn). Disruption of Amel or Ambn led to severe enamel hypoplasia, whereas hair abnormalities were not observed (Fukumoto et al., 2004; Gibson et al., 2001), indicating that these enamel matrix molecules are important for dental epithelium differentiation and enamel formation but not for hair development. Ameloblastin is critical for ameloblast differentiation in induced pluripotent stem cell-induced dental epithelium (Arakaki et al., 2012). In hair, the invaginated skin epithelium differentiates into interfollicular epidermis and hair follicles. After birth, adult stem cells residing in the basal layer of the epidermis and in the hair follicle bulge continuously regenerate the epidermis and hair follicles. Hair follicle stem cells derive from the bulge and migrate from the outer to the inner root sheath, where they express Keratin (Krt) 1, Krt10, Krt15, and Krt23 as epidermal keratins (Jensen et al., 1991; Rogers et al., 2004), as well as Krt27 and Krt32 as hair keratins (Langbein et al., 2010).

The present study focused on the role of Sox21 in tooth development. Although deletion of Sox21 is known to induce hair defects in mice (Kiso et al., 2009), deletion of the chromosome region 13q (containing the *SOX21* gene) in humans leads to irregular/dysplastic teeth (Kirchhoff et al., 2009).

## Results

### Sox21 Is an Ameloblast Marker Regulated by Shh

The expression of *Sox21* mRNA during the tooth differentiation process was examined using *in situ* hybridization (Figure 1A). On embryonic day 15 (E15), *Sox21* was not detected in the dental tissue, but rather in part of the lip epithelium and in the whiskers. From E16 onward, *Sox21* expression was found in differentiating ameloblasts on the labial side of the incisor. *Sox21* expression was reinforced during ameloblast differentiation and at postnatal day 2 (P2); strong *Sox21* expression was detected in differentiated ameloblasts in the incisor and the molar (Figure 1A). To validate our findings, we used a reporter mouse carrying a GFP knockin at the *Sox21* locus (Kiso et al., 2009). As expected, GFP was detected in areas harboring differentiated ameloblasts in the mouse incisor and molar, i.e., the incisor labial side and the molar crown, respectively (Figure 1A). To evaluate the dynamics and specificity of *Sox21* expression, we monitored the expression by qPCR during tooth development and postnatal maturation. Although *Sox21* was not expressed at E13 and E14, its expression gradually increased between E15 and P7, reflecting the cell commitment and differentiation during tooth morphogenesis (Figure 1B). Furthermore, only epithelial cells isolated from the P1 incisor expressed *Sox21*, similar to the differential expression in the SF2 ameloblast cell line when compared with a mouse mesenchymal dental pulp cell line (Figure 1B).

**Figure 1:**
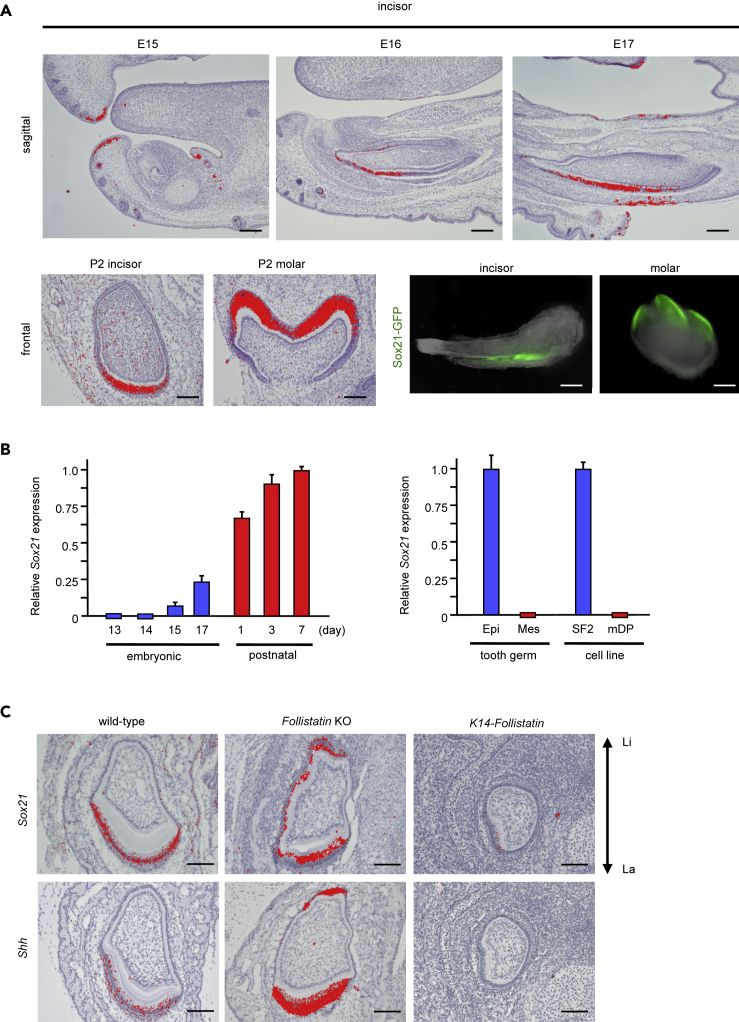
Expression of *Sox21* in the Development of Incisor and Molar Processes (A) Radioactive *in situ* hybridization (RISH) to analyze *Sox21* expression in mice at embryonic day (E) 15, 16, and 17 and postnatal day (P) 2. Upper panels, sagittal sections of incisors; lower left panels, frontal sections of incisor and molar; lower right panels, GFP expression in dissected incisors and molars; fluorescence is from *Sox21*-GFP in *Sox21*+/− P2 mice. Scale bar, 200 μm. (B) *Sox21* expression analyzed by qPCR. Tooth germs of each stage from E13 to P7 were collected (left panel). Dental epithelial cells and dental mesenchyme cells were isolated from the P1 tooth germ. In addition, SF2 cells (ameloblast cell line) and mDP cells (dental pulp cell line) were used for qPCR (right panel). Error bars represent mean ± SEM of five technical replicates. (C) *In situ* hybridization for the expression of *Sox21* and *Shh* in mutant mouse incisors. Scale bar, 200 μm. Li, lingual side; La, labial aspect of mandibular tooth.

As previously reported, Shh represents a marker of ameloblast differentiation (Iseki et al., 1996). Therefore, we analyzed *Shh* and *Sox21* expression in mutants exhibiting abnormal ameloblast differentiation. As expected, the modification of the region of ameloblast differentiation was reflected through *Shh* and *Sox21* expression. Follistatin is a BMP antagonist that regulates ameloblast differentiation. We used *Follistatin* knockout (KO) and *K14-Follistatin* transgenic mice to confirm whether Sox21 is a marker of ameloblasts. Specifically, ectopic ameloblast differentiation in the lingual side of the incisor, as observed in *Follistatin* KO mice (Saville, 1970), was correlated with the expansion of *Shh* and *Sox21* (Figure 1C). Similarly, the loss of ameloblast differentiation in *K14-Follistatin* mice (Wang et al., 2004) was associated with a lack of *Shh* and *Sox21* expression in the labial side (Figure 1C). Taken together, our results indicated that *Sox21* specifically marks the ameloblast lineage during terminal cell differentiation.

Ameloblasts are constantly renewed in the ever-growing mouse incisor. Their maturation begins at the cervical loop (CL), which is located posteriorly, and continues while the cells migrate anteriorly in the EE. To investigate the possible association between *Sox21* expression and Shh signaling, we first investigated the expression patterns of Shh signaling pathway genes in the mouse incisor (Figure S1A). Although *Sox21* expression was initiated only in differentiated ameloblasts, the Shh pathway genes *Shh*, *Gli1*, *Gli2*, and *Ptc2* were expressed in the CL and early EE. These results indicate that Shh activity preceded *Sox21* expression during ameloblast differentiation. To examine the association between Shh activity and *Sox21* expression further, we cultured E16 mouse incisors with or without the Shh inhibitor, cyclopamine. Through *in situ* hybridization, we showed that the absence of Shh activity greatly reduced the area of *Sox21* expression (Figure S1B). We confirmed this result by qPCR, which demonstrated that recombinant Shh enhances *Sox21* expression (Figure S1C) as rapidly as 4 h after initiation of treatment. The addition of recombinant Shh in the culture medium enhanced *Sox21* expression, whereas the presence of cyclopamine drastically reduced *Sox21* expression in the E16 incisor and P2 dental epithelium (Figure S1C). Based on the rapid effect of Shh activity on the expression of *Sox21*, we suggest that the Shh pathway directly regulates *Sox21* expression during ameloblast differentiation.

### *Sox21*-Deficient Mice Display Signs of Amelogenesis Imperfecta

To understand the role of *Sox21* expression during ameloblast differentiation, we assessed the teeth of *Sox21* KO mice at 6 weeks of age, using micro-computed tomography (CT). In the head region, the size of the entire head remained unchanged and the molars exhibited excessive dental attrition in *Sox21* KO mice (Figure 2A). No morphological changes were observed in the dentin and roots of molars, but the surface of the enamel was seriously affected and rugged in both molars and incisors (Figures 2A and 2B). The enamel thickness in the molar crowns was markedly reduced (Figure 2B arrowhead). Scanning electron microscopy (SEM) showed a seriously rugged surface of the enamel in the incisors and the loss of enamel prism structure in the molars (Figure 2C). The evaluation of tooth calcification by micro-CT further indicated a drastic reduction in enamel density. *Sox21* KO incisors and molars showed only 9% and 6% of the enamel volume of the controls (Figure S2), although the dentin layer remained unaffected. Thus, we concluded that Sox21 is instrumental for proper enamel layer deposition.

**Figure 2:**
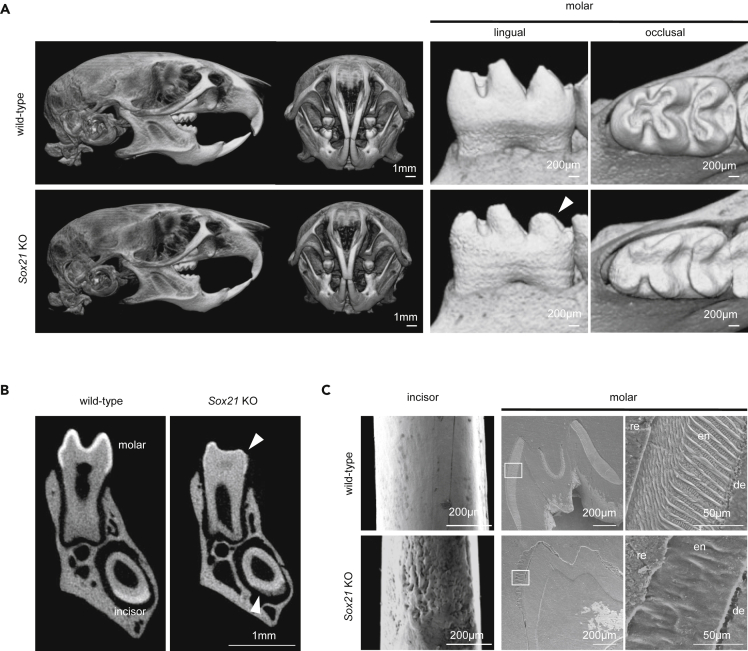
Phenotype of the Hard Tissue in *Sox21* KO Mouse (A–C) Wild-type and *Sox21* KO mice (6-week-old) as analyzed by micro-CT (A and B) and SEM (C) for tooth formation. (A) Stereo images of the whole head, skull, and tooth (molar). Arrowhead indicates the excessive dental attrition. (B) Tomogram of left mandibular tooth. Arrowhead indicates the enamel of the *Sox21* KO mouse. (C) SEM image showing tooth surface of the incisor (left panel). Low (middle panel) and high (right panel) magnification of a molar cross-section obtained by SEM. de, dentin; en, enamel; re, epoxy resin.

### Sox21 Deficiency Leads to Loss of Ameloblast Polarity and a Change in Cell Fate toward Skin Identity

As *Sox21* is expressed in ameloblasts and loss of Sox21 leads to enamel defects, we analyzed the morphology of the ameloblast layer in 6-week-old *Sox21* KO mice. In wild-type mice, the ameloblasts formed a continuous epithelial monolayer of elongated polarized cells. The nuclei were at the cell base, and the enamel layer was deposited from the cell apex (Figure 3A). Upon Sox21 deficiency, the ameloblasts were poorly elongated, and some cells had lost their polarity. Some cells were embedded in the enamel layer, forming pits within the mineralized tissue (Figure 3A). Furthermore, the cells at the bottom of the pits expressed *Sox2*. Sox2 expression has been shown to mark dental epithelial stem cells in the cervical loop of the mouse incisor (Juuri et al., 2012); Sox2 is then markedly downregulated in differentiated ameloblasts (Figure S3). Cell proliferation was analyzed by 5-ethynyl-2’-deoxyuridine (EdU) staining. EdU assays measure the incorporation of EdU into newly synthesized DNA. Sox2 expression remained in the differentiated dental epithelium, such as ameloblasts (Figure S3 arrowhead), whereas expression of Sox2 did not affect cell proliferation because EdU was unchanged in *Sox21* KO mice (Figure S3). In the embryonic stage of incisor and molar development, no histological differences in tooth germ layers were observed between wild-type and *Sox21* KO mice (Figure S4A). Furthermore, the disorganization of the dental epithelium was observed on postnatal day 7 molars in *Sox21* KO mice (Figure S4B arrow). In the case of incisors, the dental epithelium from the embryonic stage to postnatal day 7 was normal (Figure S4C). However, disorganization and lost polarity were obtained in the anterior dental epithelium of P4-week-old incisors, and the epithelium invaginated and formed pits at 6 week (Figures S4D and S4E). Therefore, the expression of *Sox2* in the bottom of the enamel pits reflected dedifferentiation of the ameloblasts to remaining Sox2-positive dental epithelial stem cells.

**Figure 3:**
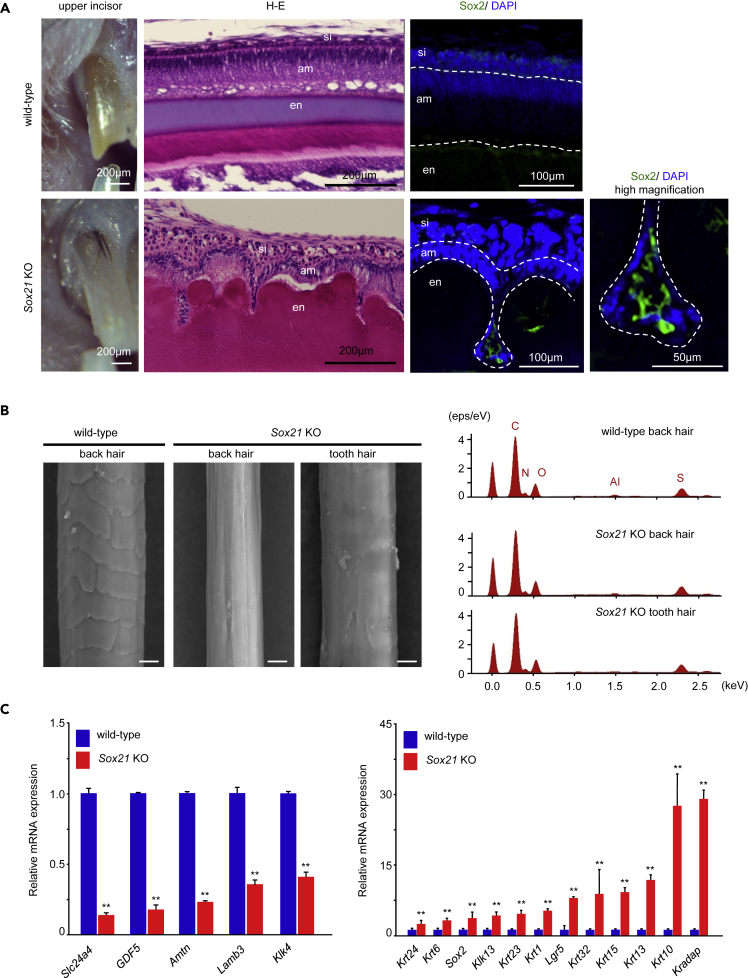
Histological Analysis of the *Sox21* KO Mouse Incisor (A) The upper incisors of 5-week-old wild-type and *Sox21* KO mice were observed using a stereo microscope (left panel). The lower incisors of a wild-type and a *Sox21* KO mouse were stained with hematoxylin and eosin (H&E) (middle panel). The right panels show high magnifications of ameloblasts in an incisor. The ameloblasts of the mouse incisor were immunostained using anti-Sox2 antibody with DAPI (right panel). si, stratum intermedium; am, ameloblasts; en, enamel. (B) Surface structure of a wild-type back hair, *Sox21* KO back hair, and *Sox21* KO tooth hair as imaged by SEM. Scale bar, 10 μm. The elemental mapping of the hair was analyzed by energy-dispersive X-ray spectrometry. (C) qPCR analysis of the expression of genes identified as being repressed or induced in the microarray data. P1 tooth germs of wild-type and *Sox21* KO mice were used for qPCR. Error bars represent mean ± SEM of five technical replicates. Student's t test (∗∗p < 0.001).

Oral examination revealed that in 63% of 5- to 6-week-old *Sox21*-deficient mice, hairs appeared between the tooth surface and the gingival sulcus in both the lower and upper jaws (Figures 3A, 5A, and S5A), but not in the molars. Sox21 was not expressed in the early embryonic stage (Figures 1A and 1B), and the ameloblasts had normal morphology until P7 in *Sox21* KO mice incisors (Figures S4A and S4C). The cell arrangement of the ameloblast layer was disturbed in postnatal 4-week-old incisors (Figure S4D). However, ectopic hair was not formed in this stage. Hair was formed within the gingiva at 5 weeks and erupted at 5 to 6 weeks (Figure S5A). From this result, ectopic hair was formed in the secretory stage of the ameloblast layer at around 5 weeks, but not the early stage of tooth development. Ectopic hair contains medulla and cortex structure of the hair, as well as follicle papilla cells (Figure S5B). Such incomplete hair is observed with teratomas and dermoid cysts (Ahmad et al., 2013; Komiyama et al., 2002; Lewis et al., 2012; Takeda et al., 2003; Tavares et al., 2018). However, no typical bulge structure was observed, and we did not find any teratoma-like structure in *Sox21* KO incisors. Previously, it was reported that Sox21 deficiency leads to a modification of the hair cuticle layers, resulting in defective anchorage, and. ultimately, to cyclic alopecia (Kiso et al., 2009). Thus, we compared the surfaces of dental and back skin hairs. The surface of the back hairs was smooth in *Sox21* KO mice and different from that of the wild-type mice (Figure 3B). Notably, the tooth hairs in *Sox21* KO mice displayed a smooth surface, reflecting the lack of a cuticle, which was similar to the back hair in *Sox21* KO mice. Furthermore, analysis of the elemental mapping at the compositional and microstructural levels by energy-dispersive X-ray spectrometry revealed high similarity between the different hair types (Figure 3B). From macroscopic analyses, some back hairs appeared thin with zigzag shape, whereas the tooth hairs were short and straight (Figure S5C). The tooth hairs were thicker than the back hairs (Figures 3B and S5C). Therefore, the length of each hair was measured (Figure S5D). The average length of the tooth hairs was 2.49 ± 0.36 mm, whereas that of the back hairs was 3.19 ± 0.32 mm (p < 0.005, Student's t test). Tooth hairs were significantly shorter than back hairs.

To investigate whether ectopic hairs of *Sox21* KO mice switched tooth cell fate, microarray analysis were performed between tooth and skin in wild-type (Table S1). Conversely, almost all the genes upregulated in *Sox21* KO teeth were more highly expressed in the skin. 

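RNA of incisor tooth germs from wild-type and *Sox21* KO mice was hybridized to Agilent SurePrint G3 Mouse GE microarrays, with 1 array for each genotype. The paper gives the age of these mice as postnatal day 1, whereas the deposited sample labels give day 0. The authors' scanner software removed the background of each spot and wrote a processed signal intensity, and the authors also deposited these signals divided by 1 number per array. That number was 268 for the wild-type array and 276 for the KO array, which are also the 75th percentiles of the signal over all 62976 spots of each array. Here, each processed signal was divided by that percentile of its array, and the log2 ratio was taken as *Sox21* KO minus wild-type. By the scanner's own mark, 49.7% of the 59305 spots other than controls were well above background on the wild-type array and 50.4% on the KO array. A gene counted as measured when its probe was well above background on both arrays, which held for 13803 genes. Where a gene had several probes, the brightest probe measured on both arrays was used, and for genes of Table S1 a probe with the identifier given there was preferred. With 1 array per genotype, none of the differences has a replicate check, and the number of arrays limits the precision. Among 268 probes spotted repeatedly on the array, the log2 ratio had a median SD of 0.09 between spots of the same probe. The arrays of wild-type tooth and skin that Table S1 also compares were not analysed here.

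The targeted gene, *Sox21*, had a log2 ratio of -1.09 at the brighter of its 2 probes and of -1.51 at the other. The mean over both probes, the alternative that moved this value most, was -1.30. Across the array, 102 genes were at least 2-fold higher in *Sox21* KO tooth germ and 92 were at least 2-fold lower, of which 20 and 10 are listed in Table S1. Without the requirement on background, these counts became 508 and 694. Under the median shift they were 135 and 63, so the balance between higher and lower genes depends on the scaling. Among measured genes, the rises were largest for *Cyp2f2*, with a log2 ratio of 2.58, and for *Cldn17* at 2.50, *Best2* at 2.45, *Krt32* at 2.40 and *Idi2* at 2.28. The *Krt32* probe was dim on the wild-type array, with a processed signal of 30.4. The falls were largest for *Zfp160*, with a log2 ratio of -2.96, and for *Septin5* at -2.74, *Greb1* at -2.60, *1700001K23Rik* at -2.56 and *Angptl7* at -2.40. The probes of *Zfp160* disagreed, since its dimmer probe had a log2 ratio of -0.15, and the dimmer probe of *Greb1* gave -1.35.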

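Of 53 keratin genes with a probe, taken as the genes whose symbol is Krt followed by a number, 33 were measured on both arrays. Among these 33, the normalized signal was higher in *Sox21* KO tooth germ for 25 and lower for 8, and under the scaling alternatives 25 or 26 were higher. At least 2-fold higher were 7 keratin genes, and 0 were at least 2-fold lower. The median log2 ratio of the 33 genes was 0.37, at the 100th percentile among 10000 random lists of as many genes matched on mean signal. Table S1, which the study chose from these arrays, lists 8 of them, and the other 25 had a median of 0.25. The median over all measured keratin genes moved most when the requirement on background was dropped, to 0.25. The 7 genes past 2-fold were *Krt32*, *Krt15*, *Krt23*, *Krt1*, *Krt6b*, *Krt6a* and *Krt24*. *Krt15* had a log2 ratio of 1.70, with a normalized signal that went from 12.1 to 39.4. The log2 ratio was 1.61 for *Krt23*, 1.45 for *Krt1*, 1.39 for *Krt6b*, 1.28 for *Krt6a* and 1.16 for *Krt24*. *Krt4* and *Krt78* were not well above background on the wild-type array, and their signals were at least 7.81-fold and at least 2.07-fold higher on the KO array. *Krt71* was not well above background on the KO array, where its signal was at least 2.34-fold lower. The probes of *Krt10* disagreed, with log2 ratios of 0.34 at the brighter and 1.84 at the dimmer probe, as did those of *Krt13*, with 0.56 and 1.94. The epithelial keratins *Krt5* and *Krt14* had log2 ratios of 0.25 and 0.18.

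**Figure D1:**
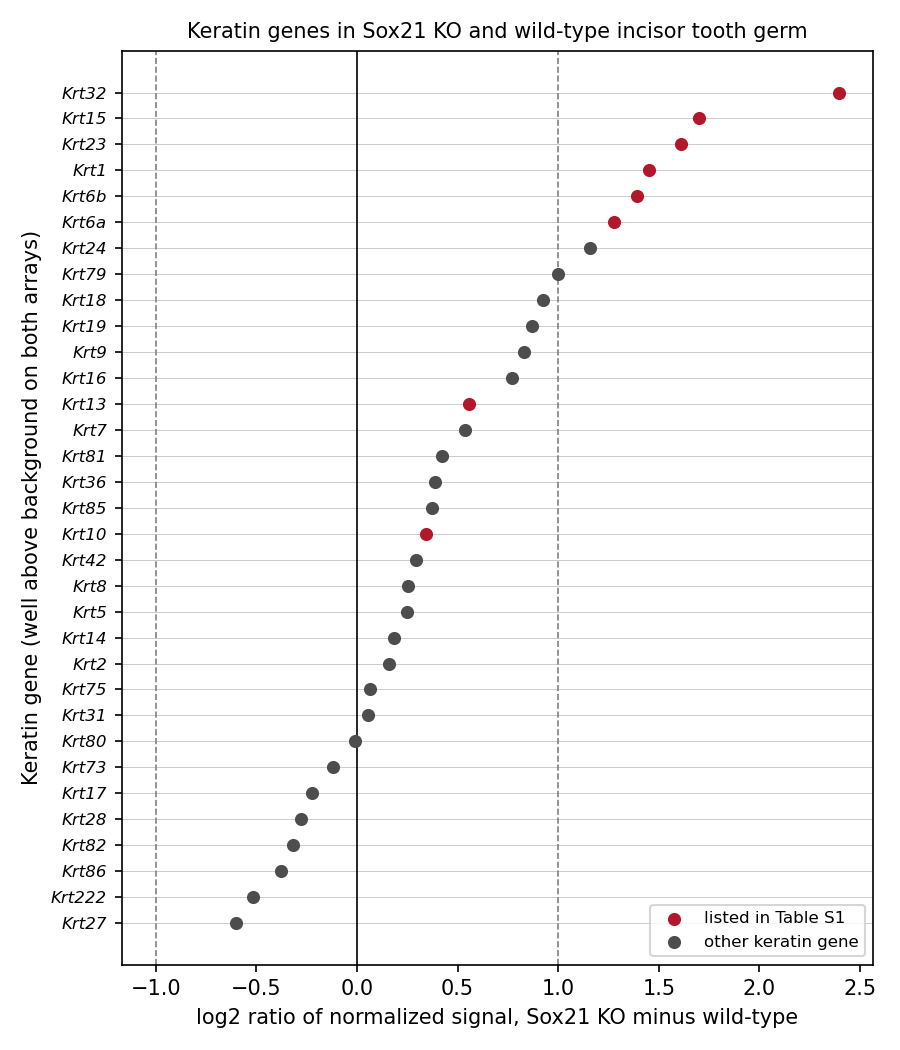
Log2 ratio of the normalized signal, *Sox21* KO minus wild-type, for each of the 33 keratin genes measured on both arrays, with 1 array per genotype. Each point is 1 gene at its chosen probe, red points are listed in Table S1, and the dashed lines mark a 2-fold difference. The ratios run from -0.60 for *Krt27* to 2.40 for *Krt32*.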

Notably, numerous keratin-related genes were upregulated in the *Sox21* KO tooth germ and wild-type skin. 

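Of the 18 genes of Figure 3C, 17 were measured on both arrays, and 12 of these were higher and 5 lower in *Sox21* KO tooth germ. Every gene of this panel except 2 is also listed in Table S1. The lower genes were *Slc24a4*, with a log2 ratio of -2.27, *Gdf5* at -1.73, *Lamb3* at -1.07, *Amtn* and *Klk4*. *Gdf5* had a dimmer probe as well, at -0.98. *Klk13* had a log2 ratio of 1.64 and *Krtdap* of 1.18. The direction of each of the 17 genes was the same under every alternative. The sonic hedgehog gene *Shh* had a log2 ratio of -0.20, and its pathway genes *Gli1* and *Gli2* had -0.24 and 0.00, with *Gli2* between -0.03 and 0.10 under the alternatives. The enamel genes *Mmp20* and *Amelx* had -0.62 and 0.08. Each of these hedgehog and enamel genes was within 2-fold between the arrays. *Mmp20* nevertheless lay below the 5th percentile of all measured genes, which was -0.47.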

The microarray data were validated by qPCR. Specifically, *Amtn* and *Klk4* were decreased in *Sox21* KO ameloblasts (Figure 3C), whereas the expression of *Shh*, *Gli1*, *Gli2*, *Ptc2*, *Mmp20*, and *Amel* remained unchanged (data not shown). As for the microarray results, the expression of dental epithelial stem cell marker *Sox2*, as well as keratin family and hair-related genes, such as *Lgr5*, were increased in *Sox21* KO dental epithelium (Figure 3C). 

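*Sox2* has 1 probe on the array, whose processed signal was 22.6 on the wild-type array, not well above background, and 56.4 on the KO array. Taken as a bound, the *Sox2* signal was at least 2.43-fold higher in *Sox21* KO tooth germ, which is also the plain ratio of the normalized signals, whose errors from the scanner software were 5.27 and 7.06 before normalization. The *Lgr5* probe was dim as well, at 39.5 on the wild-type array and 145 on the KO array, with a log2 ratio of 1.84. For comparison, the lowest signal marked as well above background was 21.3 on the wild-type array and 19.5 on the KO array. Under the normal-exponential background correction, which damps dim probes, the log2 ratio was 0.43 for *Sox2* and 0.94 for *Lgr5*.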

Lgr5 is expressed in hair germ and hair bulge of the hair root sheath wall region (Leung et al., 2018), whereas Sox2 is expressed in the dermal papilla of the hair root sheath bottom (Driskell et al., 2009). The expression of Sox2 and Lgr5 was examined by immunostaining in 6-week-old mouse incisors (Figures 3A and S6A). These expression patterns were similar to that in the hair root sheath, as Sox2 was expressed in the bottom and Lgr5 was expressed in the wall of the ameloblast invagination pit. 

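Marker lists written before the data were examined described how tooth, skin and hair genes moved between the arrays. The ameloblast list, with *Amelx*, *Ambn*, *Enam* and 7 more genes, had a median log2 ratio of -0.48, at the 0th percentile among the random lists, and 8 of its 10 genes were lower in *Sox21* KO tooth germ. Its 7 genes outside Table S1 had a median of -0.23, at the 0.315th percentile. *Odam* was an exception, with a log2 ratio of 0.63. Of 22 genes of cornified skin, 13 were measured on both arrays, with a median of 0.35, and 11 of the 13 were higher, and the 10 outside Table S1 had a median of 0.34. *Lor*, of the cornified layer, had a log2 ratio of 1.15, whereas *Casp14* had -0.25. *Flg*, not well above background on the wild-type array, was at least 5.18-fold higher when taken as a bound, which is also the plain ratio of its normalized signals, and its wild-type signal of 23.7 had an error of 5.56. The basal keratinocyte list had a median of -0.12, at the 2.58th percentile, with 5 genes higher and 6 lower, whereas its 8 genes outside Table S1 had a median of 0.00, at the 51.6th percentile. Among 21 genes of the hair shaft and its sheath, 11 were measured on both arrays, with a median log2 ratio of 0.05 at the 65.1th percentile, and -0.03 for the 10 outside Table S1. Of these hair genes, 2 were at least 2-fold higher, *Krt32* and *Foxn1*, the latter with a log2 ratio of 1.13. Both probes were dim on the wild-type array, at 30.4 and 29.4. The lowest signal marked as well above background there was 21.3. *Krt71*, also on the hair list, was not well above background on the KO array, where its signal was at least 2.34-fold lower.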

Taken together, these results reflected the perturbed differentiation of ameloblasts and a cell fate change from dental to skin identity in the *Sox21* KO incisors.

### *Anapc10* Is a Sox21 Direct Target Gene Involved in Ameloblast Differentiation

To determine the role of Sox21 in amelogenesis, we attempted to determine Sox21 direct target genes via chromatin immunoprecipitation sequencing analysis (Figure 4A). Among the direct targets identified, a Sox21 binding peak was detected in the promoter region of anaphase-promoting complex subunit 10 (*Anapc10*) (Figure 4A). Subsequently, a candidate Sox21-binding consensus sequence (Matsuda et al., 2012) was identified in the *Anapc10* promoter region, using the UniPROBE (http://thebrain.bwh.harvard.edu/uniprobe/) and JASPER (http://jaspar.genereg.net) databases (Figure 4B). qPCR validation of the effects of Sox21 deficiency or excess on the expression of these target genes indicated that only *Anapc10* expression was modulated by the Sox21 level (Figure 4C). These results indicate that the expression of *Anapc10* was dependent on Sox21 in ameloblasts. Anapc10 has previously been shown to regulate the cell cycle through cyclin B ubiquitination (Kominami et al., 1998). However, the role of Anapc10 in the dental context was unclear. Therefore, we examined the effects of Sox21 and Anapc10 on the expression of *Ambn*, *Enam*, and *Klk4*, which are markers of proach to detect molecular changes induced by Sox21 deficiency (Table S1). We dissected tooth germs from P1 *Sox21* KO and control incisors. In particular, several markers of ameloblast maturity (i.e., amelotin [Amtn], laminin α3 [Lama3], and kallikrein-related peptidase 4 [Klk4]) were included among the downregulated molecules in the *Sox21* KO tooth germ. 

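The probe of *Amtn* had a processed signal of 3495 on the wild-type array and of 972 on the KO array, a log2 ratio of -1.89. The signals of *Klk4* were 12452 and 6211, a log2 ratio of -1.05. *Lama3* had 2 probes, and the brighter went from 10391 to 4559, a log2 ratio of -1.23, against -1.44 at the other. The remaining genes that Table S1 lists as downregulated and that were measured here include *Wnt16* at -2.31, *Nfasc* at -1.97, *Gal* at -1.54 and *Wnt8b* at -1.07. All 10 downregulated genes of Table S1 were lower in *Sox21* KO tooth germ, and so they were under each alternative. For 6 of the 10 genes, the wild-type tooth germ of Table S1's comparison with skin has values at or below the KO. For *Amtn* these are 1.93 against 3.53 in the paper's normalized units. This has limits, since genes chosen for a high wild-type value tend to be lower in any other sample. That tooth sample may also come from another dissection. Taking its results together, the paper concludes that ameloblast differentiation was perturbed and that the fate of the cells changed from tooth to skin.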

Hair and tooth development-related genes were largely similar between the P1 incisor tooth germ, including epithelium and mesenchyme, and P1 skin, including hair follicles (Thesleff and Mikkola, 2002). Except for *Wnt16*, genes that were downregulated in the *Sox21* KO tooth germ were also differentiated ameloblasts in the rat dental epithelial cell line SF2. SF2 is one of the immature (undifferentiated) dental epithelial cell lines that differentiates into ameloblasts when stimulated with neurotrophin 4 (NT-4) *in vitro* (Yoshizaki et al., 2008). Upon knocking down either *Sox21* or *Anapc10*, immature and mature ameloblasts reduced ameloblast marker expression (Figures 4D and 4F). Furthermore, the expression of dermal keratin *Krt24* and hair keratin *Krt32* was increased following *Sox21* or *Anapc10* knockdown in immature ameloblasts (Figure 4E). In differentiated SF2 cells, after stimulation by NT-4 and knocking down either *Sox21* or *Anapc10*, no hair marker expression was observed (Figure 4G). Our results suggest a genetic network involving *Sox21* and *Anapc10* upstream of *Ambn*, *Enam*, and *Klk4* during the terminal differentiation of ameloblasts. Furthermore, immature ameloblasts (such as pre-ameloblasts), but not differentiated ameloblasts, may undergo *trans*-differentiation into hair cells from dental epithelium.

**Figure 4:**
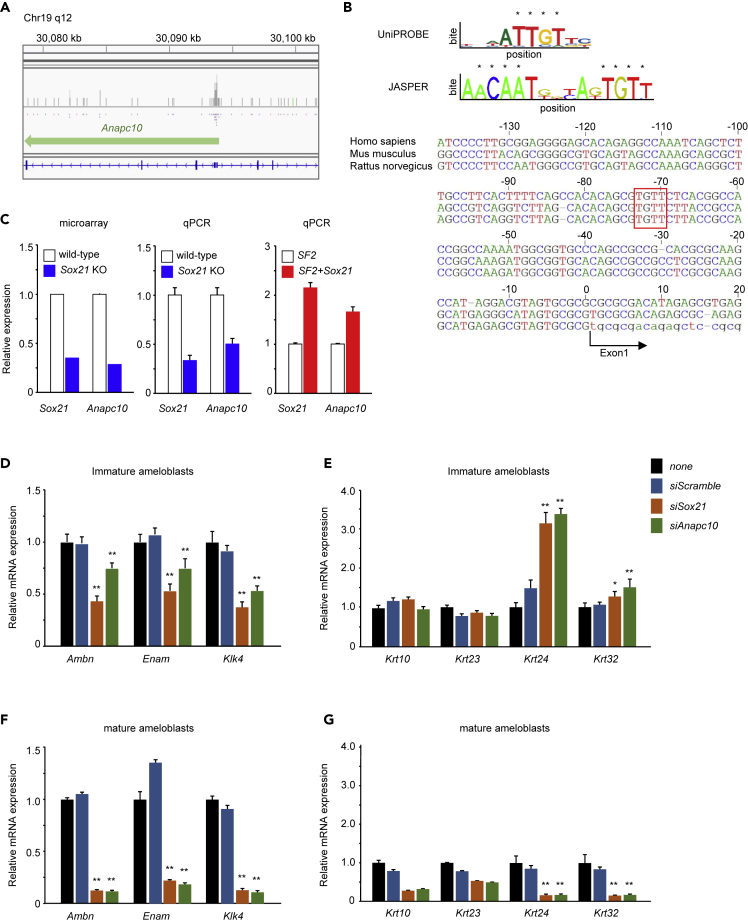
Identification of Sox21 Downstream Molecules and Its Effect on Ameloblasts (A) Chromatin immunoprecipitation sequencing analysis of Sox21 interactors in SF2 cells. The peak of bound chromatin fragments representing *Anapc10* was visualized using IGV software. (B) Sox21 binding sites were investigated in UniPROBE and JASPAR databases (top). The upstream of *Sox21* of *Homo sapiens*, *Mus musculus*, and *Rattus norvegicus* were aligned. Capital letters represent intronic nucleotides. (C) Expression levels of *Sox21* and *Anapc10* in the ameloblasts of *Sox21* KO and wild-type mice as investigated by microarray analysis (left) and qPCR (middle). Sox21 overexpression in SF2 cells as examined by qPCR (right). Error bars represent mean ± SEM of five technical replicates. (D–G) Expression of *Sox21* and *Anapc10* in SF2 cells was inhibited by siRNA. SF2 was cultured by NT-4 for 48 h to differentiate to mature ameloblasts (F and G). Scramble siRNA was used as a negative control. After 48 h, the expression of ameloblast markers (D and F) and keratin family genes (E and G) was evaluated by qPCR. Error bars represent mean ± SEM of five technical replicates. Student's t test (∗p < 0.005, ∗∗p < 0.001).

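The brighter *Sox21* probe lies on chromosome 14 from 118633351 to 118633410 (mm9) and its processed signal was 1362 on the wild-type array and 659 on the KO array. The other lies from 118633788 to 118633847, with signals of 286 and 103. The signal on the KO array divided by that on the wild-type array, each after normalization, was 0.470 at the brighter and 0.351 at the other probe. Both *Sox21* probes were well above background on each array. The array carries 1 probe for *Anapc10*, with the sequence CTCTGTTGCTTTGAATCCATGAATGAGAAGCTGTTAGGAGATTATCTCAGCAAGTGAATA, on chromosome 8 from 82301144 to 82301203 (mm9). Its processed signal was 14.2 on the wild-type array, with an error of 5.12 from the scanner software, and 4.37 on the KO array, with an error of 4.39. The *Anapc10* signal was not well above background on either array, so no ratio is given for it. By the scanner's weaker test of the spot's pixels against background, the wild-type spot was above background and the KO spot was not. Of the 308 negative-control spots of each array, 5 reached the *Anapc10* signal on the wild-type array and 220 on the KO array, and the 95th percentile of these spots was 5.99 and 5.39.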

### Sox21 Disruption Enhances Epithelial-To-Mesenchymal Transition and TGF-β1 Signaling in Dental Epithelium

We next examined the cells forming the ectopic tooth hairs. The histological analysis of the tooth hair showed presence of a hair shaft and a population of cells at the hair root (Figures 5A and S5B). As the hair follicle structure was not clear on sagittal sections, we used frontal sections to visualize this structure. Notably, we detected Sox2 expression in the hair root sheath localized in the enamel pits, whereas ameloblastin was absent from the hair structures (Figure 5A).

**Figure 5:**
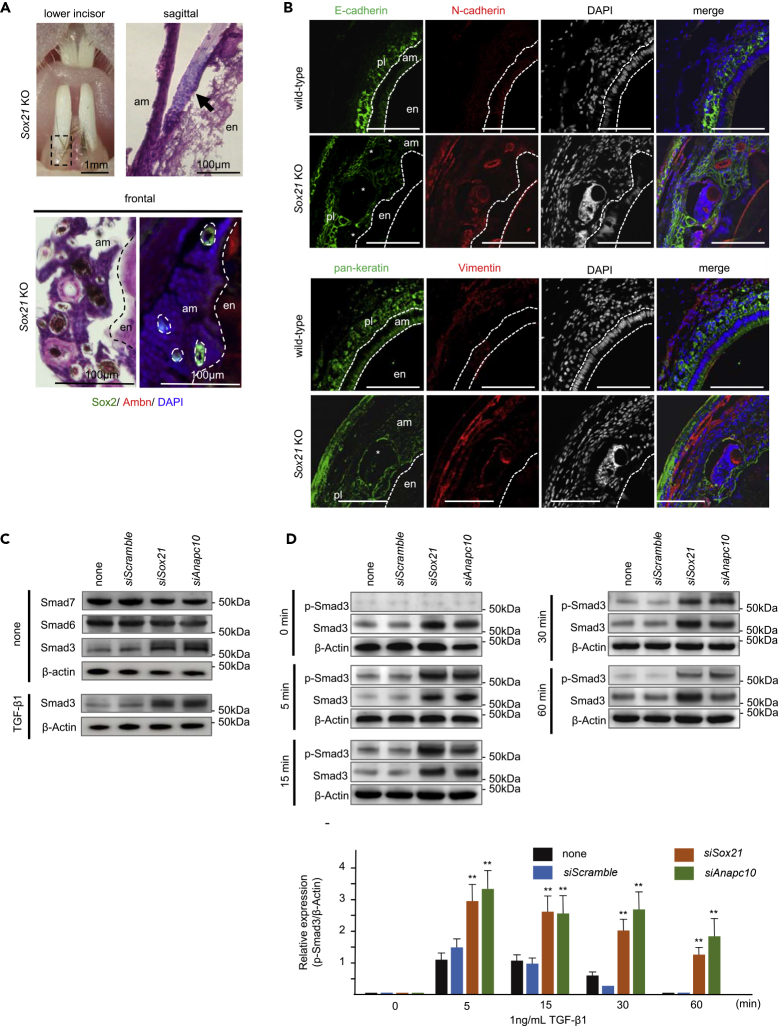
Molecular Analysis of the Ameloblasts in the *Sox21* KO Mouse (A) Histological analysis of the *Sox21* KO mouse lower incisor gingiva. H&E staining of sagittal and frontal sections of the hair shaft in ameloblasts and immunostaining of Sox2 and Ambn in the frontal section. am, ameloblast; en, enamel. (B) Double immunostaining of incisal frontal section from a 6-week-old mouse, counterstained with DAPI. Upper panels show sections stained using anti-E-cadherin and anti-N-cadherin antibodies; for lower panels, we utilized anti-pan-keratin and anti-Vimentin. Scale bar, 200 μm. am, ameloblast; en, enamel; pl, papillary layer. ∗root sheath analog. (C and D) Expression of *Sox21* and *Anapc10* in SF2 cells was inhibited by siRNA for 48 h (C) Smad3, 6, and 7 protein levels as detected by western blotting after SF2 cells were cultured with or without TGF-β1 (1 ng/mL) for 24 h. (D) *Sox21-* or *Anapc10-*silenced SF2 cells were stimulated with TGF-β1. After 5, 15, 30, or 60 min, Smad3 and p-Smad3 expression was analyzed by western blotting. The p-Smad3 expression was normalized to that of β-actin. The amount of p-Smad3 in control SF2 cells induced by TGF-β1 after 5 min was calculated as a standard. Relative expression of p-Smad3 is indicated. Error bars represent mean ± SEM of three technical replicates. Student's t test (∗∗p < 0.001).

In the tooth hair, morphogenesis relies on cross talk between the epithelial and mesenchymal compartments. The development of ectopic tooth hairs upon Sox21 deficiency implies the presence of a dermal papilla at the base of the hair. To investigate this, we analyzed the presence of dermal markers in the bottom of the enamel pits. Expression of Sox2, which is known to be a dermal papilla marker (Driskell et al., 2009), was detected in the pits (Figures 3A and 5A). To examine this further, we assessed the presence of additional dermal papilla markers, N-cadherin and Vimentin. Although these markers were only weakly expressed in differentiated ameloblasts, loss of Sox21 induced strong expression of both cadherins in the ameloblast layer (Figure 5B). Furthermore, N-cadherin was strongly expressed in the root sheath of the *Sox21* KO tooth hairs. Similarly, pan-keratin was detected in enamel matrix-secreting mature ameloblasts and in the papillary layer, and Sox21 deficiency induced strong N-cadherin and Vimentin expression in the tooth hair root sheath (Figures 5B and S6B arrow). As our results suggested the appearance of dermal cells at the base of the tooth hair, we subsequently investigated the impact of *Sox21* and *Anapc10* knockdown on mesenchyme markers, such as *N-cadherin*, *Vimentin*, *Zeb1*, *Zeb2,* and *Snail1,* in the SF2 cell line (Figures S7A and S7B). As anticipated, the mesenchymal markers were all upregulated upon *Sox21* or *Anapc10* silencing in only immature ameloblasts. Our results therefore support the roles of Sox21 and Anapc10 in the maintenance of epithelial identity; when one of these are lacking, the differentiating ameloblasts can initiate epithelial-to-mesenchymal transition (EMT).

EMT is primarily induced through Smad3 and 4, which are under the control of Tgf activity (Kaimori et al., 2007; Zavadil et al., 2004). Therefore, we used small interfering RNAs (siRNAs) in SF2 cells to suppress the levels of Sox21 and Anapc10 and analyze the impact on Smad3, Smad6, and Smad7 by western blotting. The silencing of *Sox21* and *Anapc10* did not affect the Smad 6 and 7 levels in the cells; however, the amount of Smad3 increased drastically (Figure 5C). Notably, these results were transforming growth factor (TGF)-β independent, because the increase in Smad3 did not change with or without TGF-β1. To monitor the effects of *Sox21* and *Anapc10* silencing on TGF-β activity, we measured the kinetics of Smad3 phosphorylation upon TGF-β activation (Figure 5D). The effect of TGF-β1 on the SF2 cells, visualized by the presence of phospho-Smad3, was greatly enhanced by *Sox21* and *Anapc10* knockdown as rapidly as 5 min after TGF-β1 addition. These results suggest that the EMT process seen in *Sox21* KO ameloblasts originated from TGF-β activity through the phosphorylation of Smad3.

### Anapc10 and Fzr1 Regulate EMT by Modulation of the Expression of EMT-Related Proteins

Anapc10 is a core component of the APC/C multi-subunit E3 ligase complex and is implicated in substrate recruitment to the complex by functioning as a substrate recognition module together with a co-activator protein, cell division cycle 20 (Cdc20) or CDC20 homolog 1 (Cdh1/Fzr1) (da Fonseca et al., 2011; Kominami et al., 1998). Thus, to investigate the contribution of APC/C activity to the acquired EMT phenotypes elicited by Sox21 deficiency in mice, we conducted an immunoblot analysis to analyze the abundance of the EMT-related proteins Smad3 and E-cadherin in SF2 cells upon knockdown of *Sox21*, *Fzr1*, *Cdc20*, or *Anapc10*. Knockdown of *Sox21*, *Fzr1,* or *Anapc10*, but not *Cdc20*, caused increase in Smad3 protein and induced Smad3 phosphorylation by TGF-β (Figure 6A). Furthermore, we observed an increase in N-cadherin and a reduction in E-cadherin upon *Fzr1* or *Sox21* knockdown in the SF2 cells (Figure S7D).

**Figure 6:**
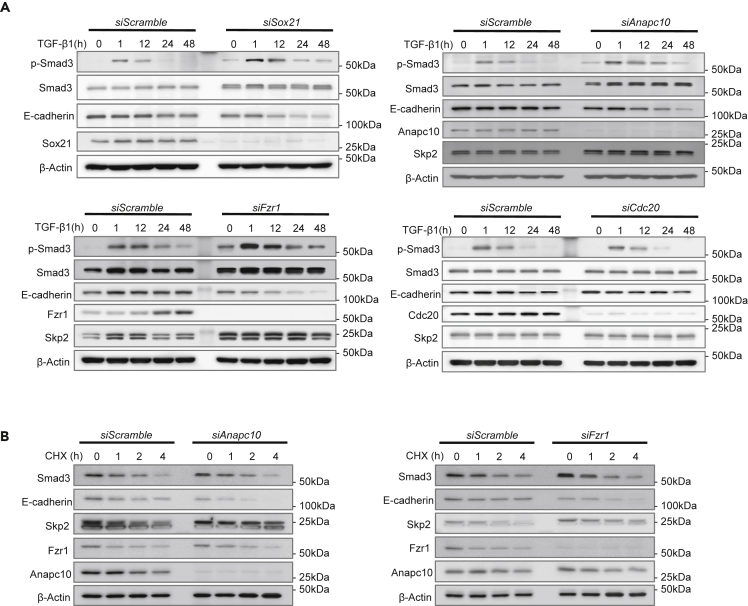
Regulation of EMT in SF2 Cells by Knockdown of Anapc10, Fzr1, and Cdc20 (A) SF2 cells were transfected with *Sox21*, *Anapc10*, *Cdc20*, or *Fzr1* siRNA probes. After 48 h, cells were cultured with TGF-β1 from 0 to 48 h and then processed for immunostaining. (B) siRNA-transfected cells were treated with 20 μg/mL cycloheximide (CHX) to determine the half-life of the indicated proteins. The cells were collected at the indicated time points for western blotting.

In addition, we identified a canonical D-box motif (RxxLxxxxN), which could be targeted by APC/C, in the Smad3 protein, prompting us to test the possibility that APC/C directly regulates Smad3 protein stability through post-translational modification. Hence, we determined the half-lives of Smad3 protein in *Fzr1* or *Anapc10* knockdown and control cells. No significant changes in the half-life of Smad3 protein following *Fzr1* or *Anapc10* knockdown were detected (Figure 6B). This result implies that Smad3 was not subjected to APC/C-mediated ubiquitination and degradation in this circumstance. In comparison, Skp2, a reported APC/C^Fzr1^ substrate (Bashir et al., 2004; Wei et al., 2004), was accumulated and stabilized following the depletion of Fzr1 or Anapc10 in SF2 cells (Figure 6B). Furthermore, consistent with a previous report showing Skp2-mediated E-cadherin degradation (Inuzuka et al., 2012), the protein levels and half-lives of Skp2 and E-cadherin displayed inverse correlations upon *Fzr1* or *Anapc10* knockdown in SF2 cells (Figure 6B). These findings indicate that Fzr1 and Anapc10, both of which play a crucial role in APC/C substrate recognition, regulate EMT by modulating the abundance and activity of EMT-related proteins such as Smad3, Skp2, and E-cadherin (Figure 7).

**Figure 7:**
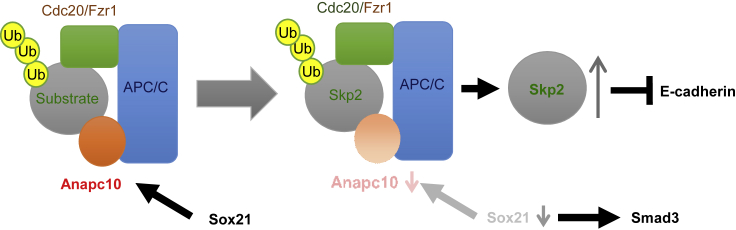
EMT Schematic Diagram of the Relationships among Sox21, Anapc10, Skp2, and E-cadherin Sox21 enhances Smad3, but not Smad 6 and 7. Furthermore, as Sox21 induces Anapc10, loss of Sox21 leads to a reduction in Anapc10. Reduction of the complex containing Anapc10 and Fzr1 induces an increase in Skip2 and indirectly decreases E-cadherin.

### Knockdown of *Sox21*, *Fzr1*, or *Anapc10* Promotes TGF-β-Induced E-Cadherin Downregulation

To further investigate the effects of *Sox21* knockdown in the induction of EMT, we sought to analyze E-cadherin protein levels in *Sox21, Fzr1, Cdc20*, or *Anapc10*-depleted SF2 cells. Both E-cadherin and actin were largely confined to the cell membrane in control cells, as is normally observed in tooth epithelial cells in unstimulated conditions (McCrea et al., 1991) (Figure 8A). Even following TGF-β stimulation, E-cadherin and β-actin abundance on the cell membrane was not significantly altered, indicating that dental epithelial cells are not responsive to TGF-β stimulation under normal conditions (Figure 8). Conversely, knockdown of *Sox21*, *Anapc10*, or *Fzr1*, but not *Cdc20*, resulted in the downregulation of E-cadherin, which was further promoted upon TGF-β stimulation (Figures 8A, 8B, and S7E). Furthermore, we analyzed EMT marker expression in dental epithelial cells after transfection with *Sox21* or *Anapc10* siRNA cultured with TGF-β1 to induce EMT. EMT markers *N-cadherin*, *Vimentin*, *Zeb1*, *Zeb2,* and *Snail1* were not induced by siRNA for *Sox21* or *Anapc10* in NT-4-induced differentiated ameloblasts (Figure S7B), but were induced in undifferentiated immature dental epithelium (Figure S7A). These experiments revealed that immature dental epithelium, but not differentiated ameloblasts, underwent *trans*-differentiation into hair cells and may induce EMT to form hair papilla. Furthermore, upon *Sox21*, *Anapc10*, or *Fzr1* knockdown, β-actin was localized to the cell membranes in the absence of TGF-β1, whereas it was abundantly localized throughout the cells in the presence of TGF-β1 (Figures 8A and 8C). Therefore, these data suggested that Sox21-induced *Anapc10* expression represents a crucial element for suppressing EMT in dental epithelium, and that dysregulation of the inhibitory mechanism may cause an aberrant EMT, leading to abnormal formation of an ameloblast-derived root sheath analog.

**Figure 8:**
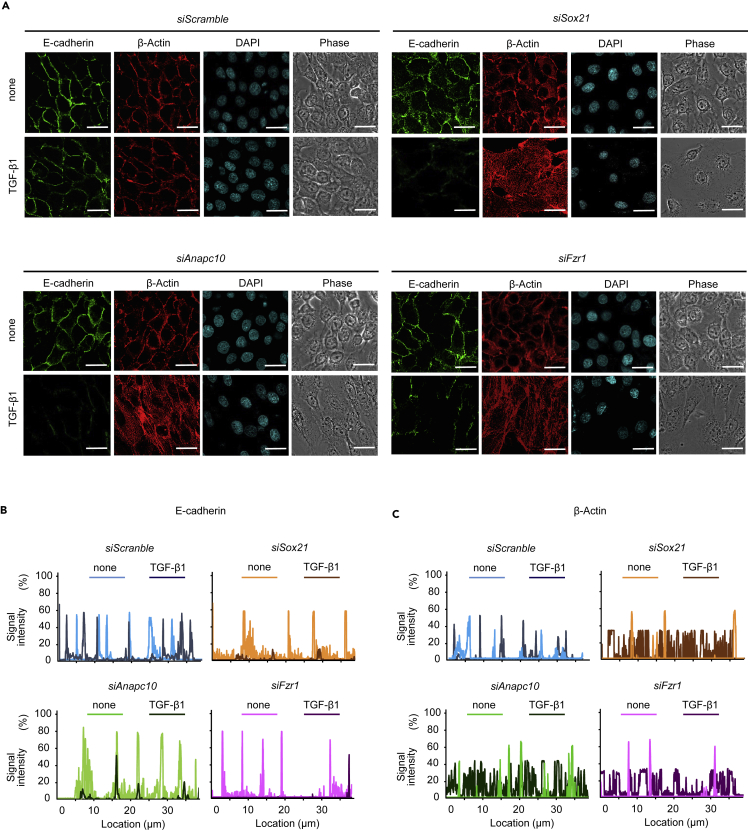
Abolishment of the Dental Epithelium Cytoskeleton by Sox21 and Anapc10 Suppression with TGF-β (A) SF2 cells in which Fzr1, Anapc10, or Sox21 was depleted by siRNA were cultured in the presence or absence of TGF-β1 for 48 h. Cells were stained with anti-E-cadherin antibody (green), anti-β-actin antibody (red), and DAPI (aqua). The protein localization was analyzed by confocal fluorescence microscopy. Scale bar, 10 μm. (B and C) Fluorescence intensity of E-cadherin (B) and β-actin (C) as evaluated with the ImageJ software (NIH).

## Discussion

Our study revealed a role of Sox21 during ameloblast differentiation. We showed that *Sox21* is expressed in ameloblasts, which differentiate from Sox2-expressing stem cells in dental epithelium (Juuri et al., 2012). Notably, Sox2 and Sox21 have been proposed to have a reciprocal relationship in the nervous system (Argenton et al., 2004; Sandberg et al., 2005). Sox2 expression in the incisor was observed in the cervical loop region and then decreased during dental epithelium differentiation in both wild-type and *Sox21* KO mice (Figure S3). Furthermore, Sox2-positive dental epithelium re-appeared at a later stage in *Sox21* KO incisors (Figure S3 arrowhead), indicating that Sox21 may inhibit Sox2 expression and form the ectopic hair organ. Some cells in the secretory stage of ameloblast start invagination and form a hair organ-like structure. Some pre-ameloblasts may have been retained as ameloblast lineage cells, whereas others switched to hair-forming cells. EdU labeling in the incisor revealed that Sox2-positive cells observed in *Sox21* KO mice did not proliferate and may therefore not generate progeny (Figure S3). Expression of many keratins was increased in the P1 mouse dental epithelium (Figure 3C), which was histologically unchanged (Figures S4A and S4C). Similar results were obtained with the immature ameloblast cell line (Figure 4E). The preparation of genes to make hair may already start from this time. In the incisor, epithelial invasion of a hair-like structure appeared at P4 weeks and hair was formed at P6 weeks (Figures S4D, S4E, and S5A). Lgr5 is expressed in hair germs and the hair bulge that makes up the hair root sheath wall, whereas Sox2 is expressed in the dermal papilla located at the bottom. Immunohistochemistry of Lgr5 and Sox2 in the 6-week-old *Sox21* KO incisor showed a similar expression pattern to that in hair roots (Figures 3A and S6A). The expression of these molecules, which is absent in ameloblasts, indicates that the ameloblasts were transformed into hair-forming cells. Sox2-positive cells are presented in some pre-ameloblasts and stratum intermedium, which may form ectopic hairs in the tooth germ. In the molar, lose polarization was observed in P7-day-old *Sox21* KO mice (Figure S4B). However, we did not observe ectopic hairs in the molar region. The molar started eruption at P2 weeks, and dental epithelial cells were lost after this eruption. From this situation, it is possible that the molars did not have hair structures because they did not have sufficient time to grow. Previously, we showed that the basement membrane component nephronectin and NKX2-3 inhibit Sox2 expression in the dental epithelium (Arai et al., 2017; Han et al., 2018). However, nephronectin was downregulated in differentiated ameloblasts. Both Sox21 and nephronectin may inhibit Sox2 expression in the dental epithelium. Because *Sox21*^+^ and *Sox2*^+^ cell populations are not in close proximity in the incisor epithelium, they do not interact directly. However, our results suggested that Shh activity occurs directly upstream of *Sox21* expression in ameloblasts. By using the predictive algorithm JASPAR, we identified that the main transcription factors predicted to bind upstream of the Sox21-coding sequence were Znf263, Egr1, and Gli2, of which Gli2 is activated by the Shh pathway. It was reported that Hedgehog signaling acts upstream of Sox2 in cancer stem cells (Gopinath et al., 2013), and Sox18 is a target gene of hedgehog signaling in cervical carcinoma (Petrovic et al., 2015). Therefore, we hypothesized that Shh may regulate *Sox21* expression via Gli2 activity. Sox2-expressing cells in tooth epithelium have been shown to be targets of Shh, based on their Gli1 expression (Li et al., 2015). Shh induced *Sox21* expression, and inhibitor of Shh signaling inhibited *Sox21* expression (Figures S1B and S1C). From this result, Shh may be an upstream molecule of Sox21. The deletion of *Shh* shows no hair formation and presence of abnormal follicular structures (St-Jacques et al., 1998). Shh is important for the invagination of the tooth and hair epithelium. The deletion of Shh signaling may inhibit initial tooth and hair formation. Previous reports showed that ectopic hairs were observed in *Med1* and *FAM38h* KO incisors (Wang et al., 2016c; Yoshizaki et al., 2014). Med1 regulates Notch1 and Ca^2+^ channel expression and is involved in ectopic hair formation. However, unaltered expression of Med1, FAM38h, Notch1, and Ca^2+^ channel in *Sox21* KO mice indicated that Sox21, Med1, and FAM38h have independent functions in ectopic hair formation. Furthermore, the hair follicle structure of ectopic hair was unclear in *Med1* KO mice. The hair follicle structure in ectopic hairs of teratomas and dermoid cysts were also unclear (Ahmad et al., 2013; Komiyama et al., 2002; Lewis et al., 2012; Takeda et al., 2003; Tavares et al., 2018). Our results similarly found unclear hair follicle structures. Thus, the hair follicle with ectopic hair may be immature and obscure.

Sox21 deficiency impaired ameloblast function, leading to decreased enamel volume and defective structure of the remaining matrix. The expression of *Amtn*, *Ambn* and *Enam*, which are important for enamel matrix formation and calcification (Meredith et al., 2014), was decreased. Furthermore, we showed that Sox21 directly regulates the expression of Amtn and Klk4, which are involved in ameloblast maturation and enamel formation (Gasse et al., 2012; Kawasaki et al., 2014). Unexpectedly, when *Sox21* expression was inhibited, ameloblasts lost their dental identity and *trans*-differentiated into hair cells. It is possible that, without a clear terminal differentiation signal, the immature dental epithelium retains the capacity to adopt a different cell fate. SF2 cells differentiated into ameloblasts by NT-4. We analyzed the expression of hair cell markers in both differentiated ameloblasts and immature dental epithelium cells, using SF2 cells after transfection with *Sox21* siRNA. In immature dental epithelium, *Sox21* siRNA inhibited the expression of ameloblast markers and induced expression of hair keratins *Krt24* and *Ker32* (Figures 4D and 4E). However, in NT-4-induced differentiated ameloblasts, Sox21 siRNA inhibited ameloblast marker expression and did not induce hair markers (Figures 4F and 4G), indicating that immature dental epithelium, but not differentiated ameloblasts, could differentiate into hair cells. Interestingly, loss of *Sox21* seemed to favor the EMT process, and it is possible that this led to the formation of dermal papilla. The acquisition of migratory properties is a prerequisite for cancer invasion into surrounding tissues. The acquisition of migration requires a dramatic morphologic alteration, termed EMT, such as loss of epithelial characteristics of cell polarity and cell adhesion (Thiery et al., 2009). We speculate that the epithelial characteristic was lost by lack of Sox21, because the dental epithelial arrangement was disrupted and cell polarity was lost after 4 weeks in the *Sox21* KO mice (Figure S4D). Therefore, we analyzed EMT marker expression in dental epithelial cells after transfection with *Sox21* siRNA. EMT markers, *N-cadherin*, *Vimentin*, *Zeb1*, *Zeb2*, and *Snail1*, were not induced by siRNA for *Sox21* in differentiated ameloblasts, but were induced in immature dental epithelium (Figures S7A and S7B). It was reported that various cell adhesion molecules, such as cadherin, contribute to tooth differentiation (Chiba et al., 2019; Saito et al., 2015; Verstraeten et al., 2013; Yamada et al., 2016). These experiments revealed that immature dental epithelium, but not differentiated ameloblasts, *trans*-differentiated into hair cells and may induce EMT to form hair papilla. However, further experiments are needed to demonstrate whether the mesenchymal cells of the dermal papilla actually originated from the immature epithelial ameloblasts via EMT in the *Sox21* KO teeth. It is also possible that Sox2 positivity in the forming dermal papilla mesenchyme was induced by the epithelium after it had adopted hair fate by *Sox21* deletion.

EMT not only is induced by TGF-β signaling but also results from Sox2 activity (Gao et al., 2015; Wang et al., 2016b) and BMP (Dudley et al., 1995; Rothhammer et al., 2005), canonical Wnt (Kemler et al., 2004), and Notch (Xie et al., 2012) signaling. In the tooth, EMT can reportedly occur by the cessation of BMP and Wnt signaling, leading to a switch from crown to root formation (Yang et al., 2013). However, in the present study, the epithelium did not differentiate to mesenchymal structures, but generated the epithelial cell network covering the root (epithelial cell rests of Malassez). In turn, TGF-β activity is important for tooth formation and cell differentiation (Vaahtokari et al., 1991). Specifically, TGF signaling in ameloblasts (Khan et al., 2013; Zhu et al., 2000) is important for enamel formation as its inhibition can lead to amelogenesis imperfecta (Huckert et al., 2015; Poche et al., 2012; Zhao et al., 2011). Thus, TGF activity does not normally induce EMT in the dental epithelium. This conclusion is supported by our result demonstrating the maintenance of E-cadherin expression in SF2 cells upon the addition of TGF-β1 (Figure 8A). However, TGF-β activity was enhanced by decreases in Sox21 and Anapc10, leading to EMT induction *in vitro*. Furthermore, signs of EMT, i.e., the expression of Vimentin, and N-cadherin, were observed *in vivo* upon Sox21 deficiency. Thus, our results suggest that the maintenance of ameloblast identity and their proper differentiation depend on *Sox21* expression. However, EMT did not occur in NT-4-induced differentiated ameloblasts *in vitro* (Figures S7A and S7B), although it may have occurred in the immature dental epithelium of *Sox21* KO mice.

Our findings demonstrate that, among the Sox21 direct targets, the expression of *Anapc10* is crucial in the ameloblast differentiation process. Anapc10 is one of the core subunits of APC/C, the multi-subunit RING finger E3 ubiquitin ligase that regulates exit from mitosis through the degradation of various mitotic regulators such as cyclin B and Securin (Carroll and Morgan, 2002; Kominami et al., 1998; Passmore et al., 2003). Here, we showed that Sox21 and Anapc10 negatively regulate Smad3 activity. Upon being relieved from this regulation, the increased Smad3 activity led to a potentiated TGF response toward EMT in the dental epithelium. Anapc10 has been reported to form a substrate recognition module together with Fzr1 or Cdc20 to recognize the D-box motif present in substrates for ubiquitination and subsequent degradation (Kominami et al., 1998). Our results suggest that Anapc10 and Fzr1 positively regulate E-cadherin and negatively regulate Smad3, N-cadherin, and Skp2 at the protein level. Furthermore, Anapc10 directly binds to Sox2 with ubiquitin-conjugating enzyme Ube2c and regulates Sox2 stability (Wang et al., 2016a). These observations suggest that Anapc10, together with Fzr1, prevents EMT in the dental epithelium and may regulate Sox2 expression. Our data further indicate that although Smad3 contains a consensus D-box motif sequence, it is unlikely that APC/C^Fzr1^ directly ubiquitinates Smad3 for degradation (Figures 5C, 5D, 6, S7C, and S7D). Instead, the previous observation (Nourry et al., 2004) that Anapc10 directly binds to Smad3 to trigger the ubiquitination of NEDD9/HEF1, a critical positive regulator of EMT, suggests that the EMT elicited by *Sox21* KO in the dental epithelium may stem from a stabilization of NEDD9/HEF1 partly through decreased *Anapc10* expression and impaired APC/C activity (Beck et al., 2014; Morimoto et al., 2014).

In addition, we present evidence that *Anapc10* knockdown led to Skp2 stabilization and the concomitant destabilization of E-cadherin in SF2 cells (Figure 6). As previous studies have demonstrated that APC/C^Fzr1^ degrades Skp2 (Bashir et al., 2004; Wei et al., 2004) and that Skp2 directs E-cadherin degradation (Inuzuka et al., 2012), our data support the hypothesis that the Anapc10/Fzr1/Skp2/E-cadherin signaling pathway contributes to the EMT observed in *Sox21* KO dental epithelium. During tooth and hair follicle development, ectodermal cells form a bud structure by changing their polarity and cell-cell contacts via E-cadherin. The transcription factor Lef1 downregulates E-cadherin to induce epithelial bud invagination. Moreover, forced elevation of E-cadherin expression blocks invagination and hair follicle production (Jamora et al., 2003). Overexpression of Lef1 under the control of the K14 promoter induced hair formation in the incisor region similar to our observation in Sox21-deficient mice (Zhou et al., 1995). These results suggest that downregulation of E-cadherin may be critical for tooth hair formation.

Taken together, our data suggest the existence of ameloblast plasticity that is maintained under the control of Sox21. Sox21 inhibited dental epithelial EMT and downregulation of E-cadherin via Anapc10. This information is useful for applications in the regeneration of organs including teeth and hair.

### Limitations of the Study

This study reveals a role for Sox21 in ameloblasts. Inhibition of Sox21 switched the cell fate of dental epithelium to hair cells. Furthermore, the dental epithelium undergoes EMT and changes into mesenchymal cells. However, this may be limited to the incisors in rodents that continue to erupt. On the other hand, it may contribute to the elucidation of the differentiation of other ectodermal organs and may lead to the progress of the function of Sox21 expressed in the neural crest because tooth cells are derived from the neural crest.

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Kan Saito ().

#### Materials Availability

This study did not generate new unique reagents.

#### Data and Code Availability

The data that support the findings of this study are available from the Lead Contact on reasonable request. Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE99359 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99359), GSE99360 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99360).

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: Sox21 Regulates Anapc10 Expression and Determines the Fate of Ectodermal Organ
**Source:** iScience. 2020 Jun 30;23(7):101329. doi: 10.1016/j.isci.2020.101329
**Supplement:** Document S1. Transparent Methods, Figures S1–S7, and Tables S1 and S2

## **Supplemental Information**

### **Sox21 Regulates Anapc10**

### **Expression and Determines**

### **the Fate of Ectodermal Organ**

**Kan Saito, Frederic Michon, Aya Yamada, Hiroyuki Inuzuka, Satoko Yamaguchi, Emiko Fukumoto, Keigo Yoshizaki, Takashi Nakamura, Makiko Arakaki, Yuta Chiba, Masaki Ishikawa, Hideyuki Okano, Irma Thesleff, and Satoshi Fukumoto**

Figure S1

**A**

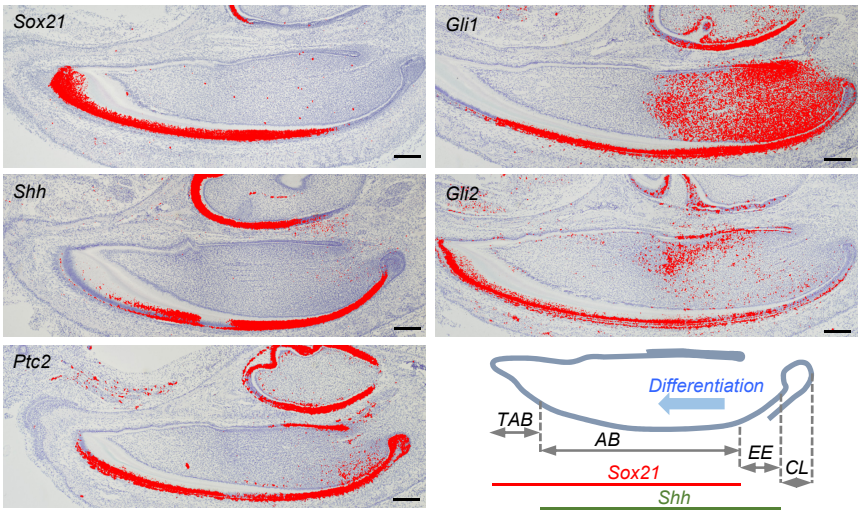

**B**

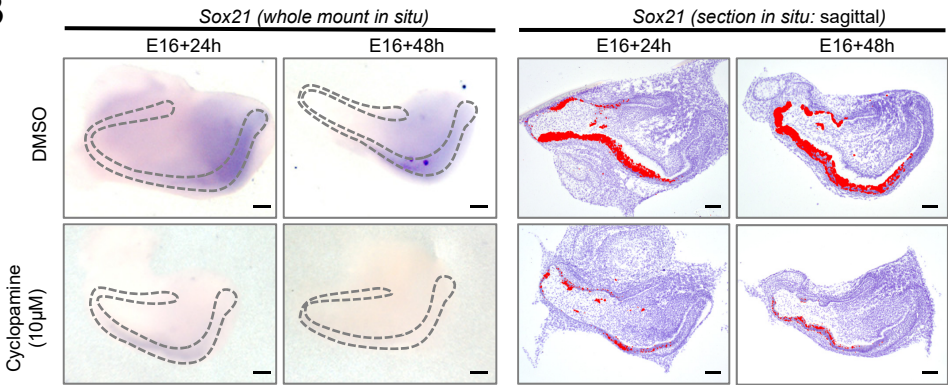

**C**

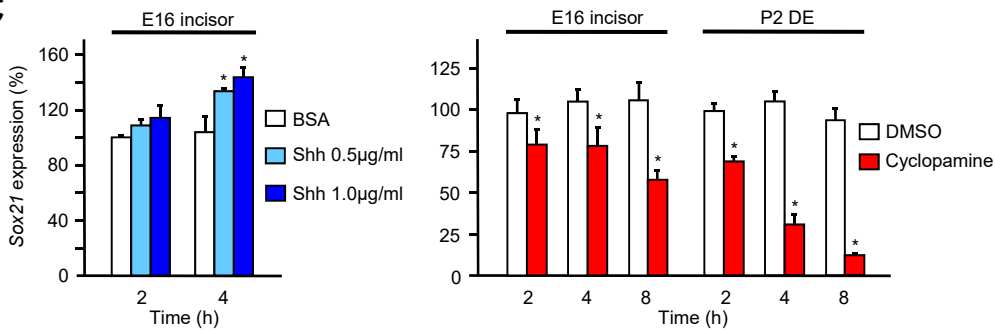

**Figure S1. Expression and effect of Shh-related genes in the tooth. Related to Figure 1.**

(A) Radioactive *in situ* hybridization on sagittal sections of the lower incisor from 6-week-old mice. <sup>35</sup>S-labeled RNA probes were used to detect the expression of *Sox21*, *Shh*, *Ptc2*, *Gli1*, and *Gli2*. *Ptc2* of the receptor and *Gli* of the intracellular signal were used for analysis of Shh signaling. Scale bar, 200  $\mu$ m. CL, cervical loop. EE, enamel epithelium. AB, ameloblasts. TAB, terminal ameloblasts.

(B) Incisors were dissected from E16-stage mice under a stereomicroscope. Tissues were cultured using a Trowell organ culture system for 24 or 48 h with the Shh inhibitor cyclopamine (10  $\mu$ M). Whole-mount *in situ* hybridization using digoxigenin-labeled probes was performed. Radioactive *in situ* hybridization on sagittal sections of the lower incisor was carried out in accordance with standard protocols. Scale bar, 200  $\mu$ m.

(C) E16 tooth germs or P2 dental epithelium (DE) were cultured with recombinant Shh or cyclopamine. *Sox21* expression was quantified by qPCR and was normalized to that of *Gapdh* expression. The expression in the control sample was set to 100 and expression in the experimental samples was determined as the fold change relative to the control using the  $\Delta\Delta$ CT method. Error bars represent mean  $\pm$  SEM of five technical replicates. \* $p < 0.05$ , Student's *t*-test.

Figure S2

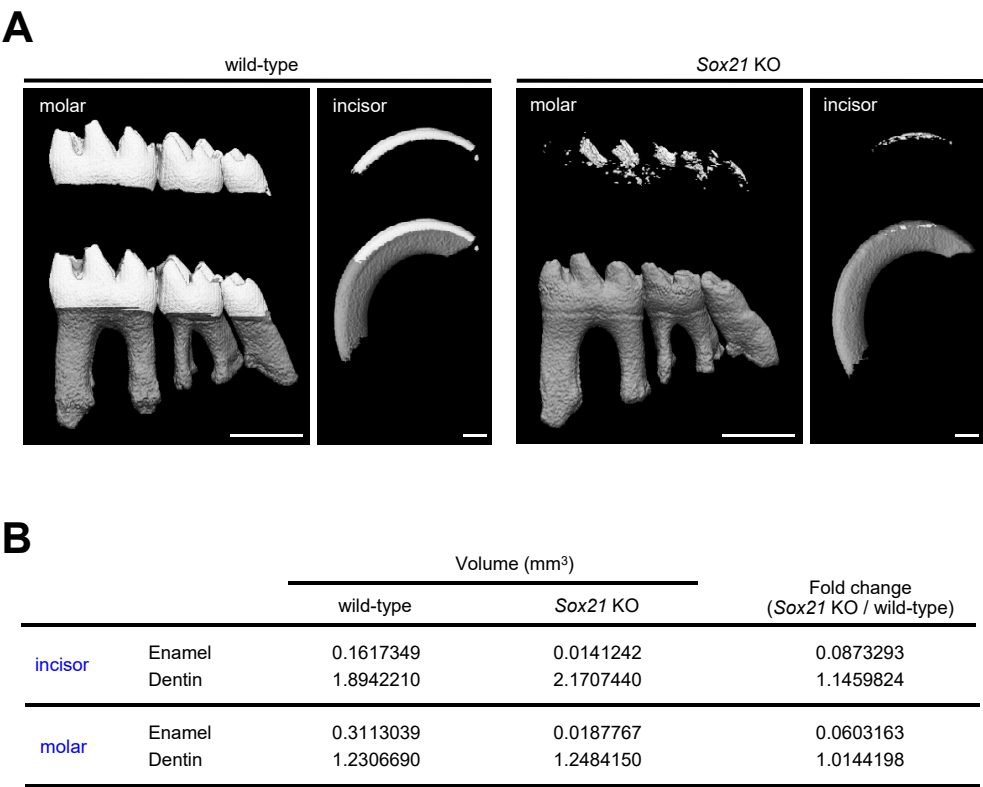

**Figure S2. Micro-computed tomography (micro-CT). Related to Figure 2.**

Molars and incisors of 6-week-old wild-type and *Sox21* KO mice were analyzed by micro-CT. Mineralization volumes ( $\text{mm}^3$ ) of enamel and dentin were calculated. The tooth enamel and dentinal quantity were determined by the density of mineralization.

(A) Calcium scores of incisors and molars scanned by micro-CT. The lower figure is the whole tooth and the upper figure is the enamel. Scale bar, 1mm.

(B) Tooth enamel and the dentin-cementum were divided on the basis of the difference in calcification density, and the volumes were measured. Fold changes were calculated from the differences in density between wild-type (WT) and *Sox21* KO (KO) mice samples.

Figure S3

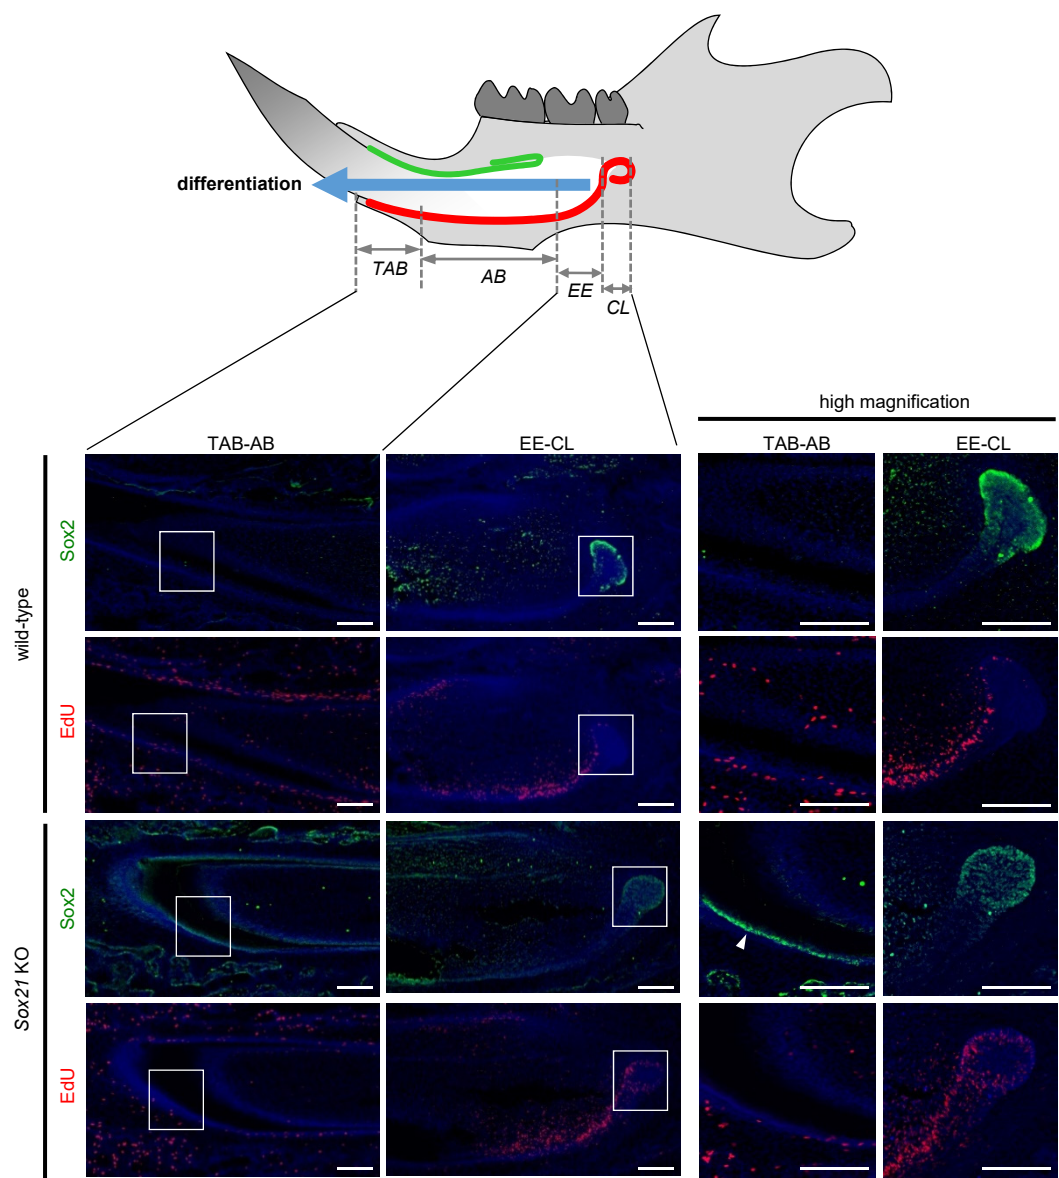

**Figure S3. Sox2 expression and cell proliferation assay in Sox21 KO mouse incisors. Related to Figure 3.**

Schematic of a sagittal section through the mouse incisor. The cervical loop (CL) exists in the posterior region of the incisor. The enamel epithelium (EE) differentiates sequentially into ameloblasts (AB) and terminal ameloblasts (TAB), while cells migrate anteriorly from the labial CL. The red signal is EdU; green signal, Sox2 immunostaining. The right panel shows these results at high magnification. Scale bar, 200  $\mu\text{m}$ .

Figure S4

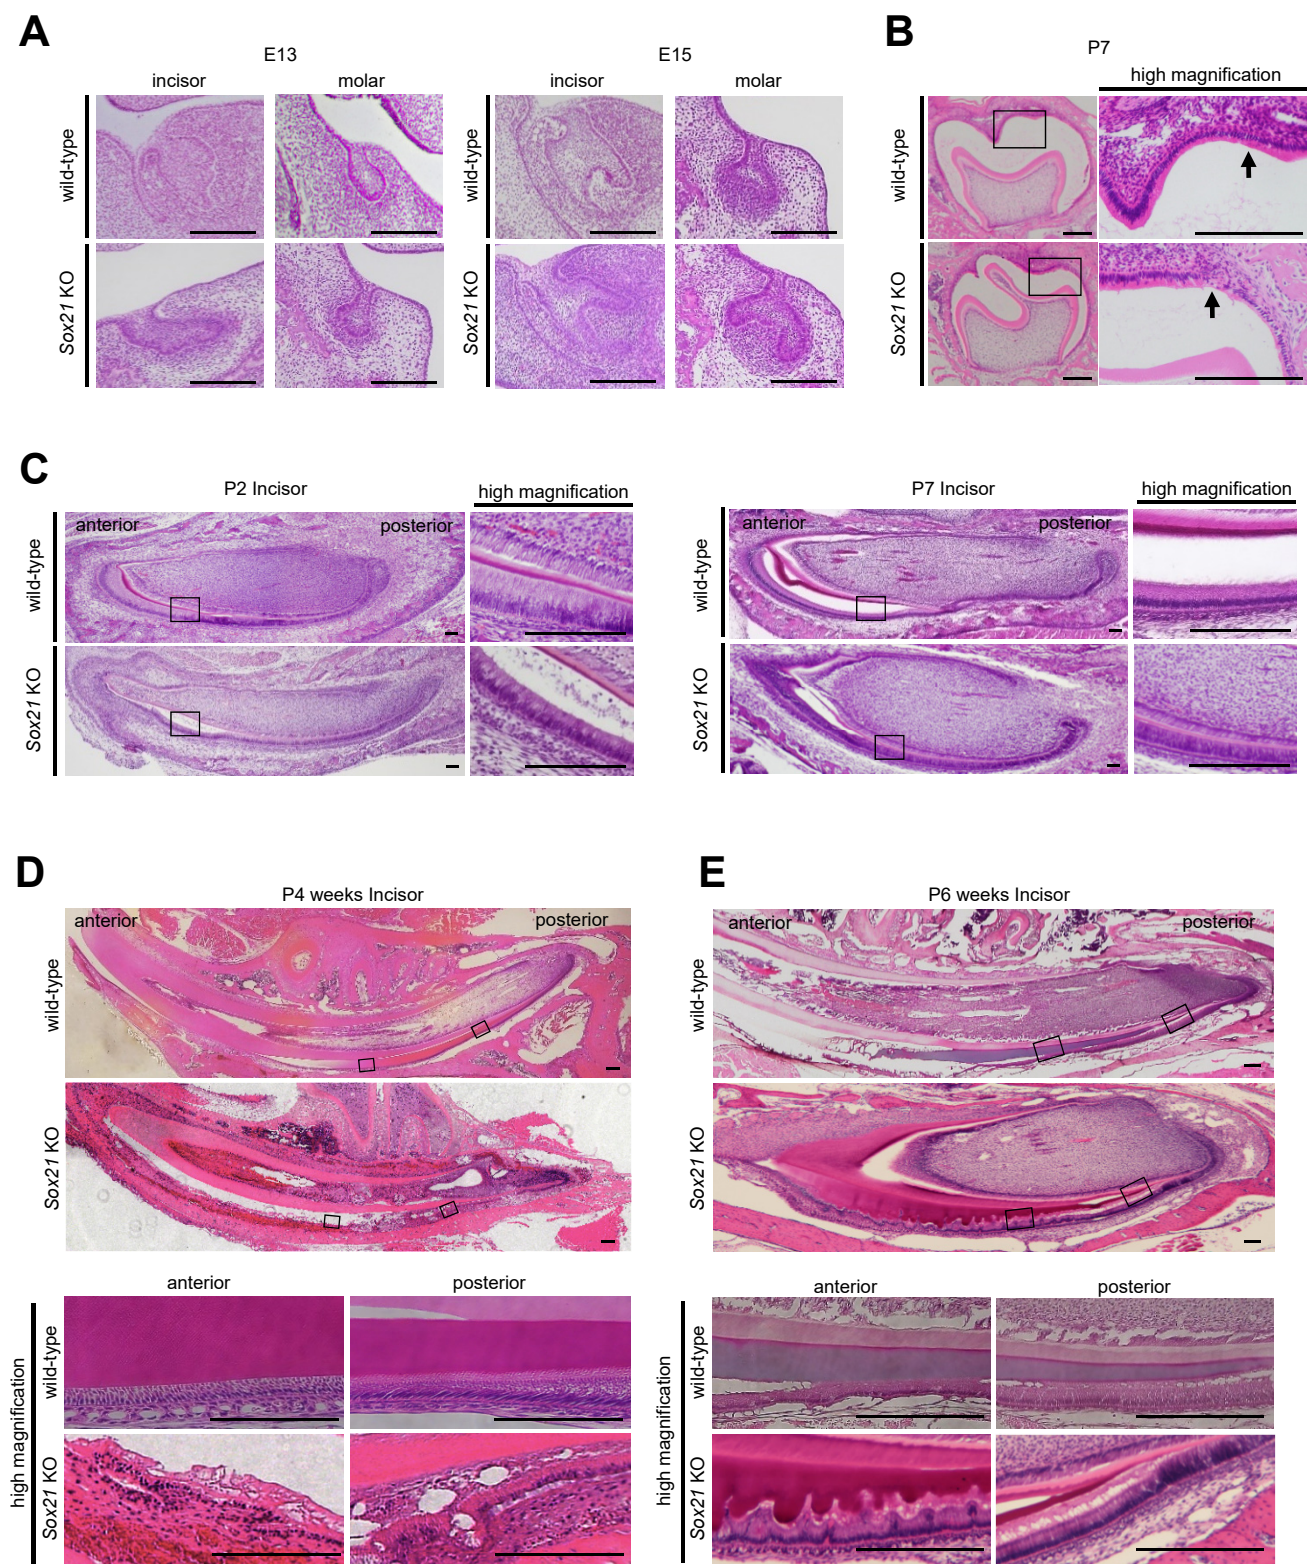

**Figure S4. Histological analysis of the wild-type and *Sox21* KO mice. Related to Figure 3.**

(A) Incisors and molars in the embryonic stage of wild-type and *Sox21* KO mice were stained with hematoxylin and eosin (H-E). The left panel shows a sagittal section of the incisor; right panel, coronal section of the molar.

(B) The molar of 7-day-old wild-type and *Sox21* KO mice were stained with H-E. The right panel show high magnification of ameloblasts in a molar.

(C) The incisors of 2 and 7 days post-natal wild-type and *Sox21* KO mice were sectioned in a sagittal plane. The right panel shows these results at high magnification.

(D, E) The incisors of 4- and 6-week-old mice were sectioned in a sagittal plane. The lower panel shows these results at high magnification. Scale bar, 200  $\mu\text{m}$ .

Figure S5

A

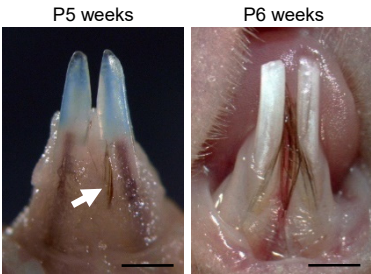

B

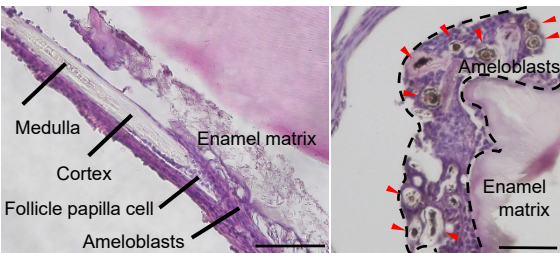

C

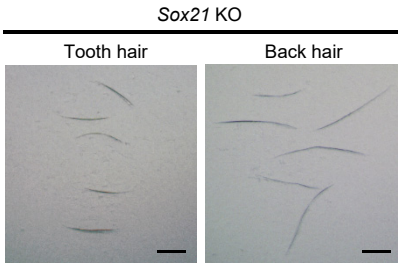

D

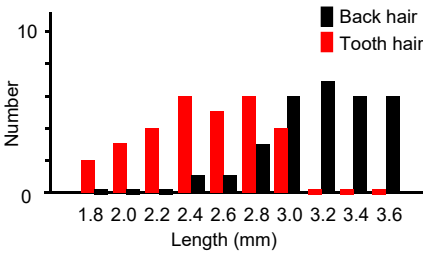

**Figure S5. Anatomical observations of tooth hairs in Sox21 KO mice. Related to Figure 3.**

(A) For observation of tooth hairs, 5- and 6-week-old Sox21 KO mouse lower incisor gingiva were assessed with a stereomicroscope. Arrow indicates hair in the gingiva. Scale bar, 1 mm.

(B) Histological analysis of the 6-week-old Sox21 KO mouse lower incisor. Left panel shows sagittal section, right panel shows frontal section. Red arrowheads indicate the hair root sheath structure. Scale bar, 100  $\mu$ m.

(C, D) The tooth and back hairs of 6-week-old Sox21 KO mice were examined by stereomicroscopy. Stereomicroscopy was used to investigate hair morphology (C). Scale bar, 1 mm. Thirty hairs on each tooth and back were measured (D).

Figure S6

A

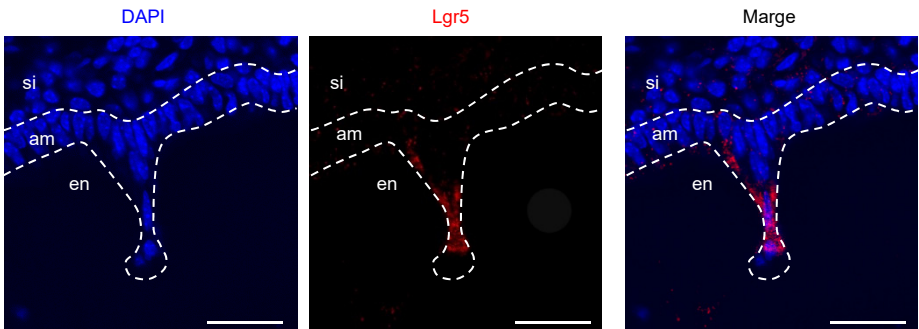

B

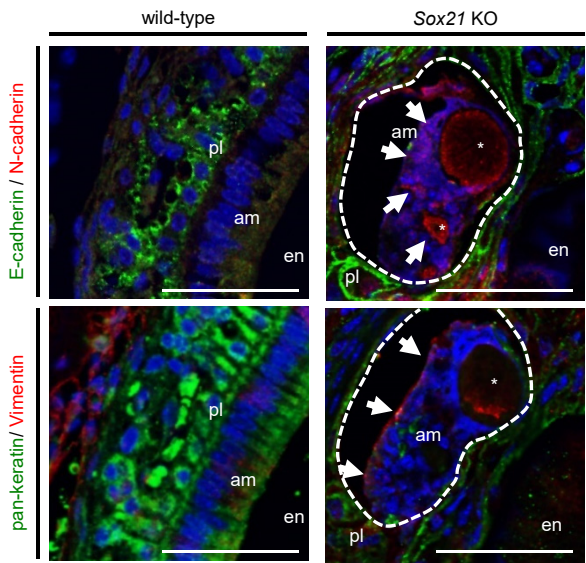

**Figure S6. Immunohistochemistry of hair root sheath structures derived from odontogenic epithelium. Related to Figure 3.**

(A) The ameloblasts of 6-week-old *Sox21* KO mouse incisors were immunostained using anti-Lgr5 antibody with DAPI. si, stratum intermedium; am, ameloblasts; en, enamel. Scale bar, 100  $\mu$ m.

(B) Double immunostaining of incisal frontal section from a 6-week-old mouse, counterstained with DAPI. Upper panels show sections stained using anti-E-cadherin and anti-N-cadherin antibodies; lower panels, anti-pan-keratin and anti-Vimentin. Scale bar, 100  $\mu$ m. am, ameloblast; en, enamel. pl, papillary layer; arrow, mesenchyme marker positive cells; \*root sheath.

Figure S7

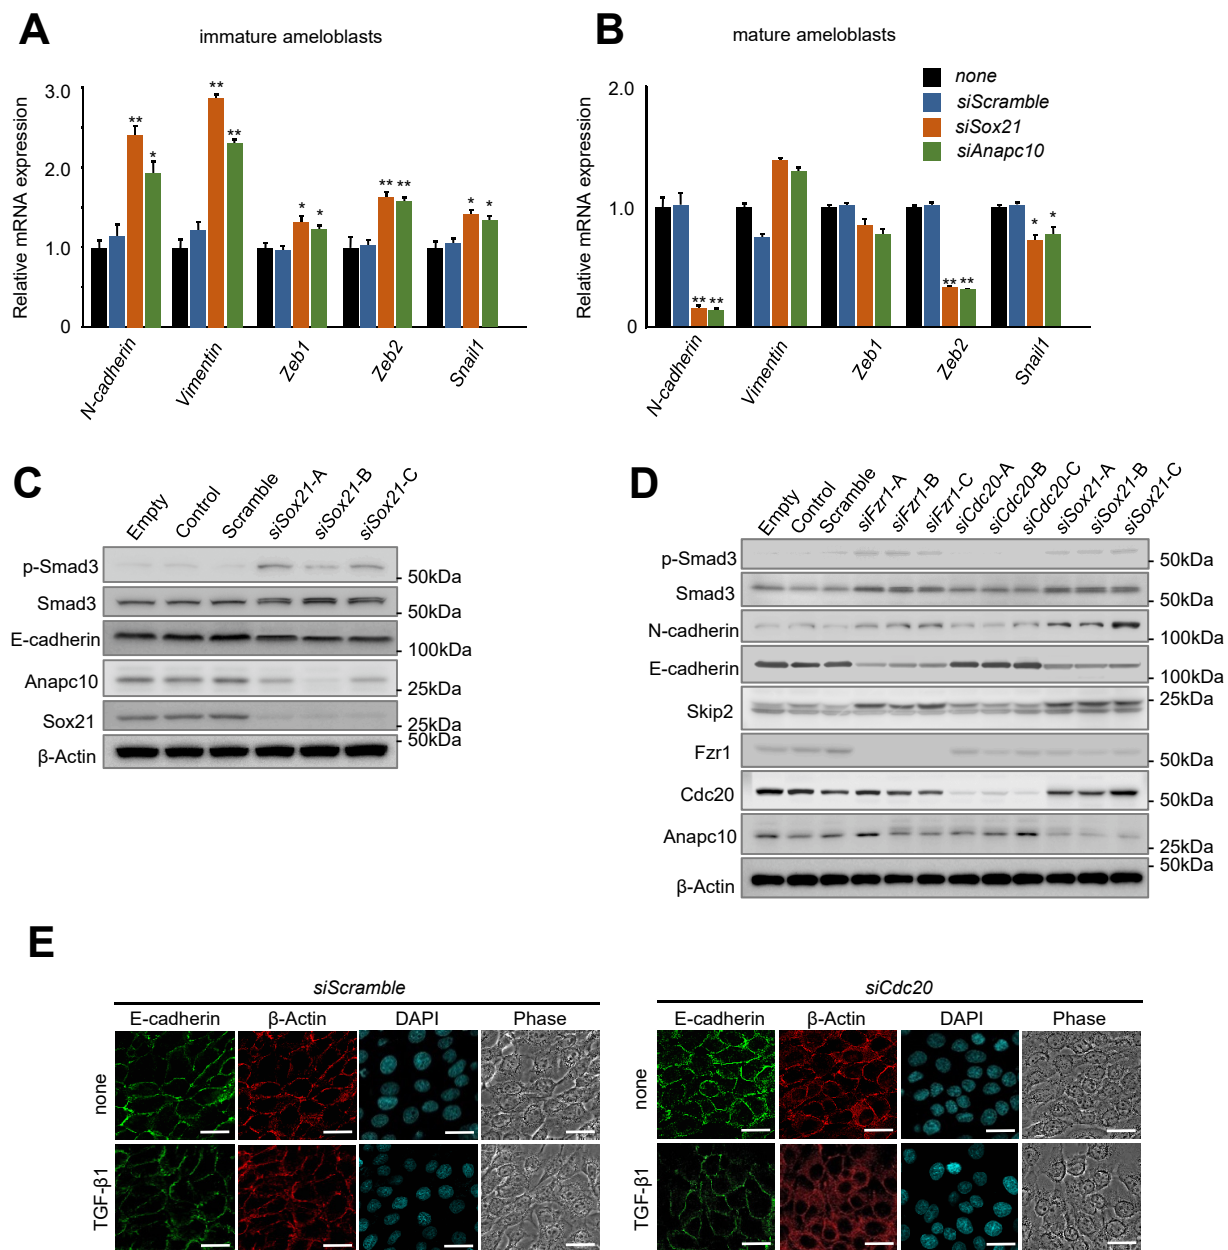

**Figure S7. Induction of EMT by inhibition of Sox21 related genes. Related to Figure 4.**

(A, B) *Sox21* or *Anapc10* expression in SF2 cells was repressed using siRNA. Scramble siRNA was used as a negative control. After 48 h, the expression of *N-cadherin*, *Vimentin*, *Zeb1*, *Zeb2*, and *Snail1* was evaluated by qPCR. SF2 cells were used as rat immature ameloblasts (A). SF2 cells were cultured with NT-4 for differentiation to mature ameloblasts (B). Error bars represent mean  $\pm$  SEM of five technical replicates. Student's *t*-test (\* $p < 0.05$ , \*\* $p < 0.005$ ).

(C, D) SF2 cells were cultured with the indicated siRNAs for 48 h, harvested in cell lysate buffer with a proteinase inhibitor mixture, and subjected to western blotting. SF2 cells transfected with scramble and three different types (-A, -B, -C) of *Sox21* siRNA (C). SF2 cells were cultured with *Fzr1*, *Cdc20*, and *Sox21* siRNAs (three types for each) (D).

(E) SF2 cells were transfected with scramble or *Cdc20* siRNA probes. Transfected cells were cultured with 1 ng/mL TGF- $\beta$ 1 for 48 h. Fixed cells were incubated with anti-E-cadherin (green) and anti- $\beta$ -Actin (red) primary antibodies. Expression was detected using Alexa 488- or Alexa 594-conjugated secondary antibodies. Cells were counterstained with DAPI (aqua). Fluorescence microscopy was used for image analysis. Images were prepared using a BZ analyzer.

Table S1

|                 |                |              | P1 Sox21KO<br>and WT tooth germ |            |                | P1 WT tooth germ<br>and skin |            |                 |
|-----------------|----------------|--------------|---------------------------------|------------|----------------|------------------------------|------------|-----------------|
|                 |                |              | wild-type                       | Sox21 KO   | Sox21KO<br>/WT | Tooth                        | Skin       | Skin /<br>Tooth |
|                 | Gene           | ID           | normalized                      | normalized | fold change    | normalized                   | normalized | fold change     |
| Down regulation | <i>Wnt16</i>   | NM_053116    | 0.545214                        | 0.110121   | 0.2019776      | 0.07893681                   | 1.01384586 | 12.843766       |
|                 | <i>Slc24a4</i> | NM_172152    | 1.485913                        | 0.307624   | 0.2070268      | 0.39510026                   | 0.35461334 | 0.8975275       |
|                 | <i>Nlasc</i>   | NM_182716    | 3.5188                          | 0.899331   | 0.2555788      | 0.77622677                   | 0.1611484  | 0.2076048       |
|                 | <i>Amn1</i>    | NM_027793    | 1305109                         | 3.526093   | 0.2701761      | 1.9298519                    | 0.0180962  | 0.009377        |
|                 | <i>Gdf5</i>    | NM_008109    | 7573416                         | 2.282076   | 0.3013271      | 1.99269668                   | 0.61521532 | 0.3087352       |
|                 | <i>Gal</i>     | NM_010253    | 4.820243                        | 1.654346   | 0.343208       | 6.11920868                   | 2.15714656 | 0.3525205       |
|                 | <i>Lama3</i>   | NM_010680    | 22.29153                        | 8.233238   | 0.3693437      | 18.1096405                   | 5.62769133 | 0.3107567       |
|                 | <i>Whitb</i>   | NM_011720    | 0.72575                         | 0.345303   | 0.4757878      | 0.25213238                   | 0.07998837 | 0.3172475       |
|                 | <i>Lamb3</i>   | NM_008484    | 70.09956                        | 33.37616   | 0.4761251      | 46.3924779                   | 16.993905  | 0.3663073       |
|                 | <i>Klf4</i>    | NM_019928    | 46.50384                        | 22.53712   | 0.4846291      | 10.476001                    | 0.17508592 | 0.016713        |
| Up regulation   | <i>Krt6a</i>   | NM_008476    | 4.328279                        | 10.50032   | 2.426119       | 5.04476617                   | 3.96179156 | 0.7892916       |
|                 | <i>Sox2</i>    | NM_008476    | 0.084384                        | 0.204748   | 2.4263943      | 0.06794838                   | 0.10708674 | 1.5760013       |
|                 | <i>Seppin2</i> | NM_011111    | 0.09823                         | 0.241208   | 2.4555493      | 0.06468927                   | 2.66754757 | 41.236323       |
|                 | <i>Eppk1</i>   | BC026387     | 2.439613                        | 5.99995    | 2.4593853      | 5.0134961                    | 43.1576469 | 8.6082937       |
|                 | <i>Il20b</i>   | NM_011940    | 0.20534                         | 0.509715   | 2.4702613      | 2.38397697                   | 0.61966206 | 0.2599237       |
|                 | <i>Aqp3</i>    | NM_016689    | 4.686664                        | 11.58602   | 2.4721252      | 2.24232905                   | 43.2737428 | 19.296669       |
|                 | <i>Calr</i>    | NM_007588    | 0.477696                        | 1.230294   | 2.5754752      | 0.01744918                   | 0.01597048 | 0.9152569       |
|                 | <i>Gjb3</i>    | NM_001160012 | 0.463193                        | 1.207677   | 2.6072894      | 0.93076087                   | 50.1520337 | 53.882834       |
|                 | <i>Gjb2</i>    | NM_008125    | 0.434406                        | 1.133406   | 2.6090954      | 0.68838086                   | 25.6068581 | 37.197225       |
|                 | <i>Dsg3</i>    | NM_030596    | 0.361908                        | 0.948636   | 2.621204       | 0.37224052                   | 2.7124189  | 7.2867374       |
|                 | <i>Krt6b</i>   | NM_010669    | 4.638635                        | 12.17714   | 2.625157       | 2.38215898                   | 7.8478616  | 3.2944323       |
|                 | <i>Sod1</i>    | NM_022886    | 0.341166                        | 0.926424   | 2.7154678      | 0.84052962                   | 10.2047208 | 12.140822       |
|                 | <i>Krt1</i>    | NM_008473    | 0.73345                         | 2.006899   | 2.7362462      | 0.56873695                   | 563.543826 | 990.86902       |
|                 | <i>Mab2</i>    | NM_001159569 | 0.540254                        | 1.563286   | 2.8936115      | 0.32500126                   | 0.9318031  | 2.8670754       |
|                 | <i>Krt23</i>   | NM_033373    | 1.269915                        | 3.877613   | 3.053442       | 1.16792106                   | 59.0901477 | 50.5943         |
|                 | <i>Krt13</i>   | NM_001039042 | 0.150493                        | 0.469864   | 3.1220977      | 0.13142733                   | 4.63268086 | 35.248992       |
|                 | <i>Krt15</i>   | NM_008469    | 12.11519                        | 39.41645   | 3.2534733      | 9.01582555                   | 215.751428 | 23.930302       |
|                 | <i>Calm4</i>   | NM_020036    | 1.18064                         | 4.17527    | 3.5364453      | 1.32356009                   | 677.933992 | 512.20492       |
|                 | <i>Lg5</i>     | NM_010195    | 0.147347                        | 0.52749    | 3.579916       | 0.24952161                   | 3.94997083 | 15.830175       |
|                 | <i>Krt10</i>   | NM_010660    | 0.409956                        | 1.470797   | 3.5876899      | 2.55683595                   | 871.239769 | 340.74919       |
|                 | <i>Krt13</i>   | NM_010662    | 3.106192                        | 11.88748   | 3.8270265      | 11.6189001                   | 60.2434714 | 5.1849548       |
|                 | <i>Spink5</i>  | NM_001081180 | 0.677767                        | 2.765247   | 4.0799382      | 0.67279899                   | 29.5925682 | 43.98426        |
|                 | <i>Krt32</i>   | NM_001159374 | 0.113465                        | 0.597378   | 5.2648459      | 0.1467483                    | 0.75555202 | 5.148625        |

Table S1. Microarray analysis of ameloblasts in the Sox21 KO mice Related to Figure 3.

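The columns of Table S1 that compare *Sox21* KO and wild-type tooth germ hold processed signals divided by the 75th percentile of their array, on a linear scale. For 32 of its 33 genes, both values matched those of a probe of that gene in the deposited data within 0.1%. The exception was *Ifi202b*, whose wild-type value is 0.205 in the paper's table and 0.206 in the deposited data, with a ratio of 2.47 in both. In the table's text as read here, the wild-type values of 2 genes, *Amtn* and *Gdf5*, lack their decimal point, and the quotient of the KO value and the ratio was used for them. Several gene symbols are misread in that text, among them those of *Amtn*, *Klk4*, *Nfasc* and *Wnt8b*, and their identifiers were used. The table's values of *Lama3*, *Dsg3*, *Krt10* and *Krt13* belong to the dimmer of 2 probes with the same identifier. Of the 23 genes listed as upregulated, 22 were measured on both arrays, and *Sox2* was not well above background on the wild-type array. All 23 were higher in *Sox21* KO tooth germ here. The ratios that the paper lists lie between 0.202 and 0.485 for the downregulated genes and between 2.43 and 5.26 for the upregulated genes. The columns for wild-type tooth and skin come from other arrays, which were not analysed here.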

Comparing wild-type (WT) and Sox21 KO (KO), the molecules with decreased expression are shown in blue, and the molecules with increased expression are shown in red. Comparing skin and tooth of wild-type mice, the Down-regulation molecules are shown in blue, and the Up-regulation molecules are shown in red.

Table S2

Primers for qPCR

| Gene              | Forward                 | Reverse               |
|-------------------|-------------------------|-----------------------|
| <i>Gapdh</i>      | TCCTGCACCACCAACTGCTTA   | AGTGATGGCATGGACTGTGGT |
| <i>Sox21</i>      | GGGGCCCGGTTTGTATGT      | CAACTGCTGGCGCTAACAAAC |
| <i>Slc24a4</i>    | TGATCACCAACAAGTTTGGGC   | GCTGTGGGTCTTCAGGGTTC  |
| <i>GDF5</i>       | AAAGGGCAAGATGACCGAGG    | TAAGATCCGCAGTTCAGCCC  |
| <i>Amtn</i>       | CCTTATCCACCCCTTGTTCCC   | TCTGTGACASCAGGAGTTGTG |
| <i>Lamb3</i>      | GGAGTCAGAGCTGCTTCGAG    | GTAAGTGCAGGATCTGCTCCA |
| <i>Klk4</i>       | AGCAGCCGGATCATAACAAGG   | TCTTCTGAGAACAGTGCCGC  |
| <i>Krt24</i>      | GTAAGGGGTGGATTTCGGAGC   | GAGAAGGCCCCCATCATAGC  |
| <i>Krt6</i>       | GGAAATTGCCACCTACAGGA    | GGTGGACTGCACCACAGAG   |
| <i>Sox2</i>       | AATCACAACAATCGCGGCGG    | CTGGCGGAGAATAGTTGGGG  |
| <i>Klk13</i>      | CAGTGCGCCAACATTGAAC     | GCCGTAGAGTTTGCCATTGC  |
| <i>Krt23</i>      | AGGATGGCAGTGGATGACTTC   | CCTCCTGTTCCAGGTCTGT   |
| <i>Krt1</i>       | GCAAACCTCAAATCAGCGAAACC | TTGCTCCTCTGGCAAATGCT  |
| <i>Lgr5</i>       | GCGTCTTCACCTCCTACCTG    | GCTCCCTTGGAATGTGTGT   |
| <i>Krt32</i>      | GTGAGGCAGCTGGAGAAAGA    | TCAGGACACATGGTCAGCAC  |
| <i>Krt15</i>      | GGCCAGGTCAATGTGGAAATG   | TAGACGCCACCTCCTTGTTT  |
| <i>Krt13</i>      | CTGGCATTGATCTGACCCGT    | CCCTCCGATTCTTCTCTGCC  |
| <i>Krt10</i>      | GTGCAGCTCTCCAGATTCA     | TGTTGGTACTCGGCGTTCTG  |
| <i>Kradap</i>     | TCCTGAACTGGCACGTCAT     | CGGCACTTCTCAGTCCTTTC  |
| <i>Anapc10</i>    | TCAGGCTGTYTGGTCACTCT    | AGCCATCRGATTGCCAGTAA  |
| <i>N-cadherin</i> | ACAAAGGCAGAAGAGAGACTGG  | ATGAAGATGCCCGTTGGAGG  |
| <i>Vimentin</i>   | AGGCCGAGGAATGGTACAAG    | GAAGTGCACCTGTCTCCGGTA |
| <i>Zeb1</i>       | CAGGAGGAGCCCCAAGTAGAA   | GTTGGCACTTGGTGGGACTAC |
| <i>Zeb2</i>       | GTTGTGATCCTCCTCTCAGGC   | TAATGACAGGTCCAACGGCT  |
| <i>Snail1</i>     | TCACCTTCCAGCAGCCCTAC    | TTGCCACTGTCCTCATCGGA  |

**Table S2. Primer sequences Related to Figure 3.**

These primers were used with SYBR Select Master Mix and Step One Plus Real-Time PCR system.

## Transparent Methods

## KEY RESOURCES TABLE

| REAGENT or RESOURCE                                  | SOURCE                    | IDENTIFIER           |
|------------------------------------------------------|---------------------------|----------------------|
| <b>Antibodies</b>                                    |                           |                      |
| Anti-Sox2                                            | Abcam                     | Cat# Ab137385        |
| Anti-Ameloblastin                                    | Santa Cruz                | Cat# sc-50534, 33100 |
| Anti-Pan-keratin                                     | ThermoFischer             | Cat# 18-0059         |
| Anti-Vimentin                                        | GeneTex                   | Cat# GTX85471        |
| Anti-E-cadherin                                      | R&D systems               | Cat# AF748           |
| Anti-N-cadherin                                      | GeneTex                   | Cat# GTX112734       |
| Anti- $\beta$ -Actin                                 | Abcam                     | Cat# mAbcam8226      |
| Anti-Alexa488                                        | ThermoFischer             | Cat# A11055/A21206   |
| Anti-Alexa594                                        | ThermoFischer             | Cat# A11058/A21207   |
| Anti-Smad3                                           | Cell Signaling Technology | Cat# 9513            |
| Anti-phospho Smad3                                   | Cell Signaling Technology | Cat# 9520            |
| Anti-Smad6                                           | Sigma-Aldrich             | Cat# WH0004091M7     |
| Anti-Smad7                                           | Sigma-Aldrich             | Cat# SAB2108469      |
| Anti-Sox21                                           | LifeSpan BioSciences      | Cat# LS-C107486      |
| Anti-Fzr1                                            | Santa Cruz                | Cat# sc56312         |
| Anti-CDC20                                           | Santa Cruz                | Cat# sc13162         |
| Anti-Anapc10                                         | Atlas Antibodies          | Cat# HPA044547       |
| Anti-Skp2                                            | Santa Cruz                | Cat# F1714           |
| Anti-DDK                                             | Origene                   | Cat# TA50011         |
| <b>Chemicals, Peptides, and Recombinant Proteins</b> |                           |                      |
| Cyclopamine                                          | Merck Millipore           | Cat# 239803          |
| Sonic hedge hog                                      | R&D Systems               | Cat# 464-SH          |
| TGF- $\beta$ 1                                       | R&D systems               | Cat# 240-B           |
| NT-4                                                 | Alomone Labs              | Cat# N-270           |
| cycloheximide                                        | Sigma-Aldrich             | Cat# C1988           |
| Superscript Vilo MasterMix                           | ThermoFischer             | Cat# 11755050        |
| SYBR® Select Master Mix                              | Applied Biosystems        | Cat# 4309155         |
| ViaFect™ Transfection Reagent                        | Promega                   | Cat# E4981           |
| <b>Critical Commercial Assays</b>                    |                           |                      |
| miRNeasy mini kit                                    | QIAGEN                    | Cat# 217004          |
| ChIP-IT Express kit                                  | Active Motif              | Cat# 53008           |
| ECL Prime kit                                        | GE Healthcare             | Cat# RPN2232         |
| <b>Deposited Data</b>                                |                           |                      |
| RNA-seq data of Sox21KO mouse                        | This paper                | GSE99359             |
| RNA-seq data of skin and tooth                       | This paper                | GSE99360             |
| <b>Experimental Models: Cell Lines</b>               |                           |                      |
| SF2 cells                                            | Arakaki et al., 2012      | N/A                  |
| mDP cells                                            | Arakaki et al., 2012      | N/A                  |

|                                                         |                                                                                                                 |               |
|---------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|---------------|
| Experimental Models: Organisms/Strains                  |                                                                                                                 |               |
| C57BL/6J mice                                           | The Jackson Laboratory                                                                                          | JAX: 000664   |
| K14-Follistatin mice                                    | Wankell et al., 2001                                                                                            | N/A           |
| follistatin knockout mice                               | Matzuk et al., 1995                                                                                             | N/A           |
| Sox21 knockout mice                                     | Kiso et al., 2009                                                                                               | N/A           |
| Recombinant DNA                                         |                                                                                                                 |               |
| pCRII-TOPO                                              | ThermoFischer                                                                                                   | Cat# K460001  |
| pEF6/V5-His TOPO                                        | ThermoFischer                                                                                                   | Cat# K961020  |
| pCMV6-Entry                                             | Origene                                                                                                         | Cat# PS100001 |
| Sequence-Based Reagents                                 |                                                                                                                 |               |
| Primers for Sox21 probe; Forward<br>GATGTATAGGTGTCAGGCA | This paper                                                                                                      | N/A           |
| Primers for Sox21 probe; Reverse<br>GGTCATTCAGTGGTCAAG  | This paper                                                                                                      | N/A           |
| Primers for qRT-PCR, see Table S2                       | This paper                                                                                                      | N/A           |
| Software and Algorithms                                 |                                                                                                                 |               |
| integrative genomics viewer                             | <a href="http://software.broadinstitute.org/software/igv/">http://software.broadinstitute.org/software/igv/</a> | N/A           |
| ImageQuant                                              | GE Health Life Science                                                                                          | N/A           |
| ImageJ                                                  | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                                             | N/A           |
| Photoshop                                               | adobe                                                                                                           | Ver.11.0      |

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Animals

C57BL/6J mice were used as wild-type (WT) mice. *Keratin 14* promoter-driven ectopic follistatin gene expression (*K14-Follistatin*), follistatin knockout, and *Sox21* knockout (*Sox21* KO) mice were gifted. All animal experiments were approved by the Animal Ethics Committee of Tohoku University. *Sox21* KO mice were provided with a soft diet. These mice were euthanized by cervical dislocation under isoflurane anesthesia for all experiments. All experiments were performed in accordance with the Law Concerning the Conservation and Sustainable Use of Biological Diversity through Regulations on the Use of Living Modified Organisms. All animal research and genetic recombination experiments were approved by the Tohoku University Center for Gene Research (2013DnLMO-008, 2013DnA-051).

## METHOD DETAILS

### SEM Analyses

The heads of 6-week-old mice were stripped of the skin and treated at 48°C in 0.3% trypsin buffer in one day. Soft tissue was removed from the skull and the molars and incisors were extracted. Teeth were embedded in epoxy resin (Oken Epok; Okenshoji Co., Ltd.). Resin was cut using a diamond disk, cleaned ultrasonically after being polished, and examined using a variable pressure scanning electron microscope.

(Miniscope TM3000; Hitachi). Elemental mapping at the microstructural level was investigated by SEM with an energy dispersive X-ray spectrometry system (Quantax70; Bruker).

### Micro-CT Scanner Imaging

The skulls of 6-week-old wild-type and *Sox21* KO mice were analyzed by micro-CT at the Kureha Special Laboratory (Iwaki, Japan). The mandibles were imaged and the mineralization volumes (mm<sup>3</sup>) of enamel and dentin were calculated from the tomographically sliced sections. The tooth enamel and the dentinal quantities were determined by the density of mineralization.

### Preparation of Tissue Sections and H-E Staining

Mice from E15 to post-natal 6 weeks were dissected in Dulbecco's PBS. The mandibles from the embryonic stages were fixed by 4% paraformaldehyde for 1 week. Half mandibles of P2 to post-natal 6-week-old mice were fixed and decalcified by using 2.5% paraformaldehyde and 12.5% EDTA in PBS for 2–6 weeks. The tissues were then dehydrated and embedded in paraffin. Paraffin-embedded sections (7- $\mu$ m-thick) were prepared using a Leica microtome. For staining, sections were re-hydrated and stained with H-E (J. T. Baker).

### *In Situ* Hybridization and Immunostaining

A *Sox21* probe fragment comprising mouse *Sox21* mRNA [NM\_177753] (nucleotides 2331–2825; 495 bp) was amplified using 5'-GATGTATAGGTGTCAGGCA-3' and 5'-GGTCATTCACTGGTCAAG-3' primers and cloned into pCRII-TOPO (Invitrogen). The fragment sequence was verified by sequencing. Radioactive *in situ* hybridization on 7- $\mu$ m paraffin frontal and sagittal sections was carried out in accordance with standard protocols (Juuri et al., 2012). <sup>35</sup>S (Amersham)-labeled RNA probes were used for detection. Antigen was activated using Lab solution (Polysciences, Inc.) at 22°C for 15 min. Sections were incubated in 5% bovine serum albumin/PBS for 1 h prior to incubation with the primary antibody. Primary antibodies including anti-*Sox2* antibody (1:100, Abcam), anti-Ameloblastin (1:50, Santa Cruz), anti-pan-keratin (1:100, Thermo Fischer Scientific), anti-Vimentin (1:100, GeneTex), anti-E-cadherin (1:20, R&D Systems), and anti-N-cadherin (1:100, GeneTex) were detected using Alexa488- or Alexa594-conjugated secondary antibodies (Thermo Fisher Scientific). Nuclei were stained with DAPI (Vector Laboratories). A fluorescence microscope (BZ-8000; Keyence) and confocal microscope (Fluoview Fv10i LIV; Olympus) were used for imaging analysis. Images were prepared using Adobe Photoshop (Adobe Systems, Inc.).

### *In vivo* EdU staining

Edu (50 mg/kg) in PBS was intraperitoneally injected for 2 days postnatal mice. Mice were dissected after 2 h, the lower mandibles were frozen with O.C.T. Compound (Sakura Finetek Japan). Sections (20- $\mu$ m-thick) were prepared using a Leica cryostat. EdU was detected in accordance with the protocol of EdU proliferation kit (Abcam). Counterstaining of *Sox2* and DAPI were performed by Anti-*Sox2* antibody and mounting medium with DAPI.

### Cell Culture and siRNA Treatment

SF2 (rat immature dental epithelial cell line) was cultured in DMEM/F12 medium (Life Technologies) containing 10% fetal bovine serum (Life Technologies) and an antibiotic cocktail (Gibco, NY, USA) at

37°C and 5% CO<sub>2</sub>. Mature ameloblasts differentiate from dental epithelial cells with Neurotrophin (NT)-4 (Yoshizaki et al., 2008). SF2 cells were cultured with 100 ng/mL recombinant human NT-4 (Alomone Labs) for differentiation to mature ameloblasts. For inhibition of *Sox21*, *Anapc10*, *Fzr1*, and *CDC20* expression, siRNAs were transfected into cells using Stealth RNAi™ (Thermo Fisher Scientific) with Lipofectamine™ RNAiMAX (Thermo Fisher Scientific) in accordance with the manufacturer's protocol. Cells were harvested after 48 h.

### Expression Vector and Transfection

The *Sox21* open reading frame was amplified from P2 mouse incisors (5'-ATGTCCAAGCCTGTGGACCACG-3', 5'-TAGCGCGGCAGCGTAGGC-3'). The PCR fragment was cloned into the pEF6/V5-His TOPO vector (Thermo Fisher Scientific). Full length *Sox21* sequence was verified by sequencing. SF2 cells were trypsinized and replated in a 6-well plate at a density of  $1 \times 10^5$  cells/well. The cells were transfected with plasmid DNA using the ViaFect™ transfection reagent (Promega), which was mixed in the culture plate at a 3:1 (ViaFect™/DNA) ratio. The cells were collected for the experiments after 48 h.

### RT-qPCR

Total RNA was extracted using the Qiagen RNase Kit in accordance with the manufacturer's instructions. Extracted RNA was converted into cDNA using Superscript Vilo MasterMix (Thermo Fisher Scientific). PCR was performed with the SYBR Select Master Mix (Applied Biosystems) and each specific primer (Table S2) pair using a Step One Plus Real-Time PCR system (Applied Biosystems).

### Microarray Analysis

Skin and tooth germs were isolated from P1 wild-type (WT) and *Sox21* KO (KO) mice. Labeled RNA samples were hybridized onto SurePrint G3 Mouse GE 8×60K microarrays (Agilent Technologies). Microarray data were analyzed using GeneSpring (Agilent Technologies). Total detected entities were filtered by signal intensity value to remove very low signal entities. Normalization was performed using a percentile shift in the analysis of signaling pathways. These data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE99359, GSE99360.

### ChIP-Seq

SF2 cells were transfected with the *Sox21* pCMV6-Entry vector (Origene) using ViaFect in accordance with the manufacturer's instructions. The medium was changed 24 h after transfection. After 48 h,  $5 \times 10^6$  cells were fixed by formaldehyde and processed using the ChIP-IT Express kit (Active Motif). Cells were lysed and then sonicated to shear the chromatin. The fragmented genomic DNA (5 µg) was immunoprecipitated using the anti-DDK monoclonal antibody (Origene) overnight at 4°C. The ChIP reactions were washed and chromatin was eluted in accordance with the manufacturer's instructions. The  $1 \times 10^7$  DNA sequencing, computational, and statistical analyses of ChIP-Seq data were performed using Active Motif. The ChIP-Seq results were visualized using integrative Genomics Viewer (IGV) software (<https://www.broadinstitute.org/igv/>).

### Western Blotting Analysis

SF2 cells transfected with *Sox21*, *Anapc10*, *Fzr1*, *Cdc20*, and Scramble siRNA (Sigma-Aldrich) were plated in 6-well plates at a concentration of  $1 \times 10^5$  cells per well and incubated for 48 h. The scramble sequence siRNA was using as the negative control. For Smad cell signaling analysis, the cells were then cultured without serum-containing medium for 2 h, followed by treatment with 1 ng/mL TGF- $\beta$ 1 for 0, 5, 15, 30, or 60 min at 37°C. Thereafter, the cells were washed twice with ice-cold 1 mM sodium orthovanadate (Sigma-Aldrich) in PBS, lysed with Nonidet P-40 buffer supplemented with a proteinase inhibitor mixture (Sigma-Aldrich), and centrifuged. The supernatants were then transferred to a fresh tube. For protein half-life analysis, siRNA treated cells were incubated with 300  $\mu$ g/mL CHX for 0, 1, 2, and 4 h. The cells were then harvested by cell lysate buffer with a proteinase inhibitor mixture and moved to a fresh tube. The cell lysates were separated by 4-12% gradient SDS-PAGE and analyzed by western blotting. The blotted PVDF membrane was incubated with Smad3 (Cell Signaling Technology), Smad6 (Sigma-Aldrich), Smad7 (Sigma-Aldrich), or phosphor-Smad3 (Cell Signaling Technology) primary antibodies. The signals were detected using an ECL Prime kit (GE Healthcare) after treatment with a rabbit or mouse horseradish peroxidase-conjugated secondary antibody. Images were visualized using the ImageQuant LAS 4000 Mini image analysis system (GE Healthcare).

## QUANTIFICATION AND STATISTICAL ANALYSIS

### Relative Gene Expression Analysis by qPCR

The expression of each gene was normalized to that of *Gapdh* expression. The expression in the control sample was set to 1.0 and expression levels in the experimental samples were determined as the fold change relative to the control using the  $\Delta\Delta$ CT method ( $n = 5$ ). Statistical analysis of gene expression was performed using the Student's *t* test, with  $p < 0.05$  considered significant.

### Analysis of Cell Localization of E-cadherin and $\beta$ -Actin

A line of 1500 pixels was selected from E-cadherin and  $\beta$ -Actin immunofluorescence images. The fluorescence intensity was measured using ImageJ software and graphed.

### Data and Software Availability

*In situ* hybridization and immunohistochemistry photographs were merged using Adobe Photoshop. Meta data was aligned using IGV software (<http://software.broadinstitute.org/software/igv/>). Signal intensity was analyzed using ImageJ software (<https://imagej.nih.gov/ij/>). Western blotting was visualized with ImageQuant (GE Healthcare).

How the deposited data were processed for this re-analysis (not part of the article)

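Gene expression was measured in incisor tooth germ of wild-type and *Sox21* KO mice on Agilent one-colour arrays, with 2 arrays in all and 1 per genotype. The authors labelled RNA with 1 dye, scanned both arrays and deposited, for each spot, a processed signal intensity from which Feature Extraction 10.7.3.1 had removed background within the array, together with the raw mean intensity of the spot and of its local background. The authors also deposited a table of ratios on a linear scale, in which each processed signal is divided by 1 number per array. The quotient of the 2 deposited values was constant over all spots to a relative difference of 1.37e-06, and the divisors lie at the 75th percentile of each array over all its spots, controls included. The paper names a percentile shift without the percentile, and a filter on very low signals without its threshold. Both arrays were on the same slide and were scanned with the same settings. The median local background was 27 on the wild-type array and 23 on the KO array, and 0 spots were saturated.

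From the processed signals, the log2 of the signal over the 75th percentile of its array was computed for each probe, averaged over its spots, and the log2 ratio was taken as *Sox21* KO minus wild-type. Left out were 267 spots that the scanner software marks as outliers on either array, after which 55679 probes remained. Gene symbols came from the RefSeq genes of assembly GRCm38.p6, used for names and neighbours only. Of the probes, 26298 were matched by accession, 2044 by symbol and 355 by an older symbol, and 26982 kept the name in the file. Coordinates are those that the files give for mm9. Counts of genes cover the 21244 genes with a reference symbol and a probe. Of these, 13803 were well above background on both arrays, 270 on the wild-type array alone, 450 on the KO array alone and 6721 on neither. A gene on 1 array alone was given a bound, as the higher normalized signal over the larger of the lower one and the lowest value marked as well above background on its array, and a gene on neither was given no ratio.

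The rule for naming genes was fixed before the data were examined. It takes the genes the paper names for its microarray, the genes of epithelial-mesenchymal transition and the anaphase-promoting complex that it names in SF2 cells, the 5 largest rises and 5 largest falls among measured genes, and the members of marker lists. The largest changes could be named only from the data. Genes of Table S1 took a probe with the identifier given there, and every other gene the probe with the highest mean signal among those well above background on both arrays. The Table S1 entry for *Sox2* carries the identifier of another entry, and its symbol was used. The marker lists cover ameloblasts, odontoblasts, cornified skin, basal keratinocytes, the hair shaft, oral mucosa, epithelium, mesenchyme, bone, cartilage, skeletal muscle, erythroid cells, melanocytes, Schwann cells, the cell cycle, immediate early genes, sex-linked genes and the neighbours of *Sox21*. Lists of fetal, immature muscle, mature muscle and enamel maturation genes were added after the data had been examined and before their own values were seen. A list's median was placed among 10000 random lists of as many measured genes drawn from the same of 20 classes of mean signal. This describes the 2 arrays, and genes of a list that vary together stand apart more easily than random genes do.

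No test was run, since each genotype has 1 array. Alternatives to the scaling, background correction, filter, probe choice and threshold were tried, and 1 further scaling, on the spots other than controls, was chosen after seeing the data. The steps were tested on simulated data for the comparison of *Sox21* KO and wild-type, with 200 genes changed 4-fold. Of 14061 genes in the step, 183 changed genes were well above background on both simulated arrays, all 183 were called in the right direction, and 0 unchanged genes were called. The simulated noise was the median SD between repeat spots, 0.09, so a false 2-fold call was next to impossible. Variation between samples was not simulated, and false calls between the real arrays were not tested. Among 100 random lists of unchanged genes, 6 fell outside the central 95%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, R 4.3.3 and limma 3.58.1 were used.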

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

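Of the marker lists first drawn up, outside the genes the paper discusses, 7 with at least 5 measured genes outside Table S1 stood apart from random lists of measured genes, outside their central 95%. The immature and mature muscle lists, added later to test an explanation, also did, at the 1.20th and 0.48th percentiles, and are given with that test. These limits were set after the lists' values had been seen. The window around *Sox21* was set before its values were seen, and all other tests in this part, also the window without the listed neighbours, were chosen after the lists' values had been seen. A scaling by 1 factor per array cannot change where a list stands among random lists, so the normalization was tested by quantile normalization and the normal-exponential background correction, and the percentile nearer to the middle is given. With 1 array per genotype, a difference between single samples and an effect of the genotype cannot be separated, and the effect of the genotype stays open as an untested explanation for each list.

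Skeletal muscle genes had a median log2 ratio of -0.59 (*Sox21* KO minus wild-type), with 8 of 9 measured genes lower. The choice of normalization does not account for this, since the list stayed at the 0.00th percentile. A smaller share of skeletal muscle in the KO sample may contribute, and *Acta1* and *Tnnc2* both had a log2 ratio of -0.59, but *Myh3* had 0.64. That leaves this explanation open. These 3 genes were singled out after their values were seen.

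Bone genes had a median of 0.55, and all 9 were above 0, of which 8 by more than the spread between repeat spots. The exception was *Sp7*, with a log2 ratio of 0.01, and between -0.03 and 0.11 under the scaling alternatives. The list stayed at the 100th percentile, which argues against the normalization. Whether a larger share of bone in the KO sample is behind the 9 genes above 0 stays open, because *Sp7* did not clearly rise, 4 of the genes are also on another list and odontoblasts of the tooth germ express several of them. *Ibsp* and *Spp1* had log2 ratios of 0.55 and 0.82, and *Col1a1* had 0.11.

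Cartilage genes had a median of 0.42, with 5 of 6 measured genes higher, and stayed at the 99.78th percentile, which argues against the normalization. A larger share of cartilage in the KO sample is a candidate explanation for the 5 higher genes, among which *Col2a1* had a log2 ratio of 0.74.

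Mesenchyme genes had a median of 0.17 and 8 of 10 were higher. The list stayed at the 99.62th percentile, which argues against the normalization. Whether a larger share of mesenchyme in the KO sample is behind the 8 higher genes cannot be told apart from other causes, because the epithelium list went both ways, with 5 genes higher and 5 lower, and its median was between -0.02 and 0.13 under the scaling alternatives.

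Immediate early genes had a median of 0.57, with 6 of 7 measured genes higher and *Atf3* highest at 1.15. The list stayed at the 99.99th percentile, which argues against the normalization. A difference in handling before RNA was taken may have produced the 6 higher genes, and it cannot be told apart from the genotype, since each genotype has 1 sample.

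Erythroid genes had a median of -0.18, with 5 of 7 measured genes lower. The list lay at the 2.15th percentile, and under quantile normalization and the background correction at the 4.71th and 14.16th, within the central 95% of random lists. The choice of normalization is therefore a candidate explanation for its standing apart. A smaller share of blood in the KO sample stays open for the 5 lower genes. Both haemoglobin genes were among these, *Hba-a1* at -0.36 and *Hbb-bt* at -0.18, whereas *Ahsp* had 0.19.

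Neighbours of *Sox21* on chromosome 14 had a median of 0.37, with 5 of 7 measured genes higher, and stayed at the 99.64th percentile, which argues against the normalization. Within 5 Mb of *Sox21*, the 24 other measured genes had a median absolute log2 ratio of 0.25, at the 97.52th percentile among 13268 overlapping windows of as many genes elsewhere, whose median was 0.15. These 24 genes went both ways, with 10 higher, 14 lower and a median log2 ratio of -0.07. The higher median of the 7 neighbours therefore did not extend to the window. The 7 listed neighbours are among these 24 genes. The other 17 had a median absolute log2 ratio of 0.18, at the 74.3th percentile among windows of as many genes, so the window adds no independent evidence for flanking DNA of another strain carried with the targeted allele. That explanation stays open, since the length of such DNA is not known, and so does an effect of the *Sox21* locus on its neighbours, which was not tested. None of the 24 genes was 2-fold apart (0 genes).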

How the results depend on the processing

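Each result was recomputed with 1 choice changed at a time. All 10 downregulated and all 23 upregulated genes of Table S1 kept their direction under every alternative, and the direction of each main result was kept throughout. The median shift moved 9 main results, more than any other alternative did. Signal over background limits the counts of genes, the keratin median and the ratios of *Sox2* and *Lgr5*, which moved under the background correction or the filters.

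Under the median shift, the log2 ratio was -0.99 for *Sox21*, -1.79 for *Amtn*, -0.95 for *Klk4*, -1.13 for *Lama3*, 1.37 for *Sox2* (as a bound), 1.94 for *Lgr5*, -0.13 for *Ambn* and -0.55 for *Enam*, and the keratin median was 0.47. It gave 135 genes at least 2-fold higher and 63 lower. This scaling adds 0.10 to every log2 ratio, which is the cause of these changes. It also turned *Cdh1* from -0.09 to 0.0017. With the mean over all probes of a gene, *Sox21* had -1.30 and *Lama3* -1.33, since their probes differ. With the normal-exponential background correction, *Sox2* had 0.43 and *Lgr5* 0.94, and 46 genes were at least 2-fold higher and 40 lower. The offset of 50 in that correction draws dim ratios toward 0.

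A 1.5-fold threshold gave 441 genes higher, 412 lower and 12 keratin genes higher, and a 3-fold threshold 24, 20 and 3. With genes well above background on at least 1 array, 159 were higher and 186 lower. With no filter on dim probes, 508 were higher, 694 lower and 11 keratin genes higher, and the keratin median was 0.25. With signals above the 20th percentile on at least 1 array, the counts were also 508, 694 and 11. These filters admit more genes.

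Quantile normalization, no shift between the arrays, the 75th percentile over probes well above background, the deposited ratios and the percentile over spots other than controls, which was chosen after seeing the data, moved no main result beyond the spread between repeat spots or past 1.5 times a count. For *Anapc10* no scaling gives a ratio, because its probe was not well above background on either array. With the filter lifted, its signal was lower on the KO array.

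No paired analysis was possible because each genotype has 1 array.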

Differences from the paper's values

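For *Krt10*, the ratio of *Sox21* KO to wild-type was 1.27 here and 3.59 in the paper's Table S1. For *Krt13* it was 1.47 here and 3.83 in the paper's Table S1. Each of these genes has 2 probes with the identifier of Table S1, and the brighter was used here. None of the 10 alternatives set before the data were examined brought either value within 1.5 times the paper's. The nearest was the mean over all probes, with 2.13 for *Krt10* and 2.37 for *Krt13*. The dimmer probes, looked at after the values had been seen, gave 3.59 and 3.83.

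The microarray panel of Fig. 4C shows *Anapc10* lower in *Sox21* KO ameloblasts. Here, its probe was not well above background on either array and no ratio is given. With no filter on dim probes, and with the filter at the 20th percentile, both set before the data were examined, the probe is kept and its processed signal is lower on the KO array, 4.37 against 14.2 on the wild-type array. The paper states in its Discussion that *Amtn*, *Ambn* and *Enam* were decreased. All 3 were lower here, with log2 ratios of -1.89, -0.23 and -0.65, of which those of *Ambn* and *Enam* were within 2-fold. The ratio of *Ambn* lay between the 5th and 95th percentiles of measured genes, -0.47 and 0.48. The paper shows *Ambn* and *Enam* by qPCR in SF2 cells after knockdown, which is another measure in other cells.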

Other observations

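The tests on skin by the share that *Krt1* and *Calm4* need, on oral mucosa outside Table S1, on the other wild-type tooth values of Table S1, on younger tissue for the enamel genes, on the *Sox21* signal that remained and on the negative controls beside *Anapc10* were chosen after the result was seen. The test on younger tissue in enamel and muscle was set before its values were seen, but the list that decides it was chosen afterwards. The other explanations and their predictions were written before the data were examined.

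Keratin and epidermal genes were higher in *Sox21* KO tooth germ. The choice of normalization does not explain this, since the keratin median was 0.32 at its lowest under a scaling alternative. Nor do dim probes alone, since the 20 keratin genes with a wild-type signal above the array's 75th percentile had a median of 0.32, and 4 of them were at least 2-fold higher. A larger share of all epithelium is argued against by the mesenchyme list, which was higher and not lower, with a median log2 ratio of 0.17. The epithelium list had a median of 0.04 at the 57.6th percentile, and -0.02 at its lowest under a scaling alternative. For cells of cornified skin, the paper's Table S1 gives the skin level of its genes. The rise of *Calm4* needs a share of 0.442% skin. For the 20 upregulated genes other than *Krt1*, *Krt10* and *Calm4*, that share gives a median of 3.09% of the rise and 29.5% at most. It would give 196% of the rise of *Krt1* and 363% of that of *Krt10*, which need 0.226% and 0.122%. Skin epidermis as the whole cause is therefore argued against, on the assumption that both comparisons of Table S1 share a scale. A small share of skin behind *Krt1* and *Calm4* cannot be told apart from a change of the cells. Both genes need under 1% of skin, though the same share does not give the rise of both exactly, and each genotype has 1 sample. Cells of oral mucosa in the KO sample may contribute. Of the 12 genes of that list, 4 are in Table S1, and the 5 measured genes outside it were all higher, with a median log2 ratio of 0.26 at the 97.1th percentile, within the central 95% of random lists. *Pitx1* had 0.26, *Krt16* 0.77 and *Sprr3* 1.59. All 9 measured genes of the list had a median of 0.77. *Krt4* and *Krt78*, also on the list, were not well above background on the wild-type array. Their signals were at least 7.81-fold and at least 2.07-fold higher on the KO array. A change of dental epithelium toward another fate, as the paper proposes, is expected to raise some of the same genes and stays open.

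Ameloblast maturity genes were lower in *Sox21* KO tooth germ. A smaller share of ameloblasts as the whole cause is argued against by *Odam*, with a log2 ratio of 0.63, beside *Amtn* at -1.89. *Amelx* had 0.0779, but its signal was the highest on both arrays, and such bright probes can read flat. The brightest *H19* probe had -0.00, against 0.26 to 0.31 at its other probes, so *Amelx* cannot decide this. *Ambn* had -0.23 and *Enam* -0.65. Variation between wild-type tooth samples is a candidate explanation, since the other wild-type tooth value in the paper's Table S1 is at or below the KO value for 6 of the 10 downregulated genes. The limits are that genes chosen for a high wild-type value tend to be lower in any other sample, and that this tooth sample may come from another dissection. For the upregulated genes of Table S1, that value is at or above the KO value for 2 of 23 genes, and variation between wild-type tooth samples cannot be told apart from the genotype there, since it rests on 1 sample.

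A KO sample of younger tissue was tested as a common cause for lower maturity genes of enamel and muscle. The immature muscle list went against it, with a median log2 ratio of -0.33 and all 5 measured genes lower. The mature muscle list, with -0.27, and the embryonic myosin *Myh3*, with 0.64 and 0.59 at its 2 probes, went in the direction that younger tissue predicts. Of the 8 measured genes of the mature list, 6 were lower, whereas the myosins *Myh1* and *Myh4* were higher, at 0.30 and 0.24. For muscle, younger tissue cannot be told apart from other causes, because these genes go both ways. For the enamel genes alone it could hold. The fetal list had a median of 0.12 at the 97.1th percentile, with 8 of 11 measured genes higher, and 3 measured genes of enamel maturation had a median of -0.77. This stays open, because the fetal list is within the central 95% of random lists.

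The measured Y-linked genes *Eif2s3y* and *Ddx3y* had log2 ratios of -1.25 and -0.80, a median of -1.03, and *Xist* had 0.40. Each of these genes was well above background on both arrays, which argues against a male sample beside a female one. A smaller share of male tissue in the KO sample is a candidate explanation, which the opposite directions of these genes allow. The paper does not report the sex of these mice.

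Signal of *Sox21* itself remained on the KO array, well above background at both probes, at 0.470 of the wild-type signal at the brighter and 0.351 at the other. Heterozygous or wild-type tissue in the KO sample may contribute, and so may a transcript of the targeted allele that the probes still detect. The paper describes a GFP knock-in at the *Sox21* locus, cites the same source for its KO mice, and shows GFP in heterozygous teeth. The targeted locus can therefore be transcribed, which goes with the second explanation. Whether that transcript holds the probe sequences cannot be told, because the deleted part of the gene is not given in the paper. The first explanation is not excluded. Each comparison with the KO array rests on a sample with this remaining signal.

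The *Anapc10* signal was lower on the KO array and not well above background on either. On the wild-type array, 1.62% of the negative-control spots reached the signal of its probe, which also passed the scanner's weaker pixel test there and not on the KO array, and background noise of the array could explain the difference or not. It stays open, because a single probe was measured once per genotype.

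The remaining lists are given as values. The cell cycle list had a median log2 ratio of 0.03, the odontoblast list 0.11, the Schwann cell list -0.00, between -0.03 and 0.09 under the scaling alternatives, and the melanocyte list, with 3 measured genes, 0.44. The paper's Discussion states unaltered expression of *Med1*, *Notch1* and a gene written as FAM38h, which was read here as *Fam83h*. *Med1*, *Fam83h* and *Notch1* had log2 ratios of -0.24, 0.33 and -0.15. The 12 genes of epithelial-mesenchymal transition and the anaphase-promoting complex that the paper examines in SF2 cells had a median of 0.10 in tooth germ, from -0.44 for *Cdh2* to 0.41 for *Zeb2*, and 0 of them were 2-fold apart. *Cdh1* had -0.09, *Vim* 0.29 and *Cdc20* -0.05. The paper measured several of these as protein, among them Smad3, Skp2 and E-cadherin, and its tooth germ includes epithelium and mesenchyme. RNA of whole tooth germ therefore does not test its findings in SF2 cells.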
